# Beyond dormancy: organ-specific gene regulatory networks control winter development in peach buds

**DOI:** 10.1093/hr/uhaf310

**Published:** 2025-11-06

**Authors:** Justin Joseph, Giorgio Perrella, Riccardo Aiese Cigliano, Marco di Marsico, Monica Canton, Esther Carrera, Lucio Conti, Claudio Bonghi, Serena Varotto

## Abstract

Bud dormancy in temperate perennials is often described as a stereotyped state of developmental repression triggered by environmental signals. Here, we investigate the development of vegetative buds in *Prunus persica* during the cold season to assess whether, like flower buds, they remain transcriptionally active. An integrated approach combining cytological analysis, hormone profiling, transcriptome sequencing, co-expression and gene regulatory network (GRN) inference, and *in vivo* interaction assays was used to compare bud types. Despite similar levels of abscisic acid and gibberellins during chilling accumulation, vegetative and flower buds displayed divergent transcriptional responses. Vegetative buds activated jasmonate- and photoperiod-responsive gene modules, while floral buds were marked by chilling-responsive modules regulated by SHORT VEGETATIVE PHASE 1 (SVP1). Bimolecular fluorescence complementation confirmed specific interactions between SVP1 and DORMANCY-ASSOCIATED MADS-box (DAM) proteins DAM3, DAM5, and DAM6. GRN analysis highlighted bud-specific combinations of DAM and SVP proteins, with DAM5 and DAM6 homodimers predominant in vegetative buds and DAM4 and SVP1/2 heterodimers dominant in flower buds. Our data revise the classical dormancy paradigm: flower and vegetative buds share hormonal trends yet deploy distinct MADS-box combinations to coordinate environment-dependent winter development. The organ-specific DAM/SVP circuitry uncovered here provides a new framework for mechanistic studies on cold mediated peach bud development.

## Introduction

Temperate deciduous fruit trees synchronize their developmental transitions with seasonal environmental changes, relying primarily on photoperiod (length of day, LOD) and temperature to regulate winter dormancy cycles and apical meristem activity [1]. As climate change alters seasonal temperature patterns, understanding the mechanisms underlying bud development has become central to predict phenological responses and ensuring productivity in fruit tree species [2, 3].

Dormancy, originally defined as the temporary suspension of visible meristematic growth [4], is classically categorized into three types: paradormancy, imposed by signals from other parts of the plant; endodormancy, controlled by bud internal factors; and ecodormancy, governed by unfavorable external conditions. This tripartite framework has been widely used to describe bud quiescence in woody perennials [5]. However, its direct application to fruit trees in the Rosaceae family remains problematic [6]. These species display considerable diversity in bud types—vegetative, floral, and mixed—each one with specific topological positions and developmental dynamics. As a result, the extent and timing of dormancy may vary significantly depending on the bud type, making a uniform classification inadequate [7, 8]. However, in Rosaceae species, the physiology of buds during the cold season remained anchored to the dormancy paradigm, although cytological and molecular evidence pointed out an active differentiation in apple and peach [9, 10].

In *Prunus persica*, flower and vegetative buds exhibit divergent behaviors [6]. Flower buds, which are lateral, continue to develop slowly through the winter, culminating in male and female gametophyte formation before bud break [11–13]. Vegetative buds—apical and responsible for shoot growth—are commonly assumed to remain dormant, but little is known about their development during the cold season [6]. Therefore, in peach, the coexistence of developing flower and quiescent vegetative buds under the same environmental conditions poses a fundamental question: do vegetative buds truly enter dormancy, or do they follow a different developmental program? Transcriptome analysis has been carried out only in flower buds in which MADS-box genes DORMANCY-ASSOCIATED MADS-BOX (DAM) and SHORT VEGETATIVE PHASE (SVP) play pivotal roles [12, 14, 15]. Both SVP and DAM genes are transcriptionally upregulated in the initial phase of chilling unit (CU) accumulation, and their expression level decreases toward the end of winter before flower bud break. Concomitantly to their upregulation DAM’s chromatin is enriched in trimethylation of lysine 4 in histone H3 (H3K4me3), a histone modification associated with active transcription [12, 14, 16]. Most functional studies to date have focused on vegetative buds in the poplar model system, where dormancy is marked by early meristem growth arrest and callose deposition, followed by cold-induced growth reactivation [17]. Whether the same regulatory logic applies to fruit trees—and whether DAM and SVP genes operate similarly in vegetative and flower contexts—remains poorly understood. Similarly, profiling of hormones combined with transcriptome approaches has been restricted to flower buds [18, 19]. To date, no comprehensive transcriptome or hormonal analysis of *Prunus persica* vegetative buds during the cold season has been reported.

In this study, we address this gap by investigating the development of vegetative buds in *Prunus persica* during autumn and winter. We combine cytological, hormonal, transcriptomic, and network-based analyses to explore whether vegetative buds, like their flower counterparts, remain active during chilling accumulation and how they integrate environmental signals to coordinate their development. We further examine the behavior of DAM and SVP transcription factors, assess their physical interactions through BiFC and protein docking, and reconstruct gene regulatory networks (GRNs) to define their bud-specific regulatory logic. By comparing flower and vegetative buds under identical environmental conditions, we aim to challenge the notion of dormancy as a stereotyped repressive state and provide new insights into organ-specific regulatory mechanisms in perennial species.

## Results

### Vegetative bud morphology

To visualize the morphological modifications occurring during the CU accumulation period (Fig. 1a) longitudinal sections of vegetative buds were observed under the light microscope at 0, 200, 475, and 770CU. Although organ-resolved estimates of CR are not available for ‘Fantasia’, vegetative and flower buds were sampled synchronously at equivalent CU levels according to the Utah model. This design has been adopted for the comparison between different bud types and is supported by the experimentally determined flower-bud CR of approximately 770 CU [20] and by reports of comparable CR ranges between flower and vegetative buds in other peach cultivars [21, 22]. Nevertheless, the lack of ‘Fantasia’-specific CR data for vegetative buds should be considered a limitation when interpreting organ-specific developmental dynamics. The vegetative buds underwent differentiation and elongation and showed an increase in the number of leaflets formed within the bud during the period of CU accumulation (Fig. 1b). The most significant differences can be observed after 475CU where there is an increase in the number of annular meristematic regions within the bud along with the elongation of leaflet. These observations indicate that vegetative buds are indeed active, and they continue to develop during winter. To facilitate interpretation, in presenting the results we consistently refer to chilling accumulation and cold development, without explicitly distinguishing endodormancy and ecodormancy stages.

**Figure 1:**
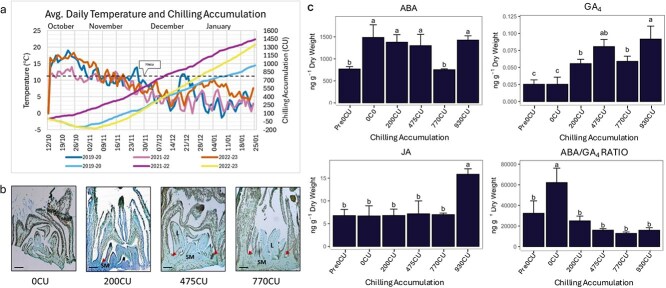
(a) Variation between weather patterns over the course of 3 years and the resulting variation in CU accumulation. The dashed line indicates the attainment of 770CU which denotes CU accumulation completion. (b) Longitudinal sections of vegetative buds stained with 0.1% Toluidine blue, showing the gradual increase in the meristematic region within the vegetative buds during the progression of CU accumulation. SM: Shoot meristem; L: leaflets. The arrows indicate the progressive addition of annular meristematic regions. Bars = 500 μm. (c) Variation of hormones with the accumulation of CU for ABA, GA_4_, JA and the ratio between ABA/GA_4_ in vegetative buds. Differences were considered significant at the *P* ≤ 0.05.

### Quantification of hormones

Hormone quantification in vegetative buds was conducted for 6 timepoints. A one-way ANOVA test was carried out to identify the variation of hormonal content with respect to CU accumulation (Table 1) and the resulting trends are shown in Fig. 1c. Compared to hormone levels in flower buds [12], vegetative buds exhibited a comparable pattern in the accumulation of Abscisic acid (ABA) and active Gibberellin (GA_4_), as well as for the ABA/GA_4_ balance. However, the ABA and GA_4_ levels increased post CU accumulation. Jasmonic acid (JA) accumulation remained stable throughout most of the CU accumulation period but significantly increased after CU accumulation was completed.

**Table 1:** Flower and vegetative bud sampling calendar

**Timepoint**		**Length of day (hours)**	**Chilling accumulation (CU)**	**Sampling period**	**Date of sampling**
**Flower buds samplings**					
Pre0CU		12.85	0	B	8 September 2021
0CU		10.2	0	A	31 October 2019
200CU		9.42	200	A	18 November 2019
474CU		8.88	475	A	6 December 2019
770CU		8.74	770	A	27 December 2019
930CU		8.72	930	B	21 December 2021
**Vegetative buds samplings**					
Pre0CU		12.85	0	B	8 September 2021
0CU		10.2	0	A	31 October 2019
200CU		10.04	200	B	3 November 2021
475CU		8.88	475	A	6 December 2019
475CU		9.22	475	B	23 November 2021
770CU		8.74	770	A	27 December 2019
930CU		8.72	930	B	21 December 2021

The stable or transient accumulation of indol-3-acetic acid (IAA), GA₁, and cytokinins (CKs: dihydrozeatin, DHZ, isopentenyladenine, iP, trans-zeatine tZ) in vegetative buds during chilling accumulation suggests a minor regulatory role for these hormones (Fig. S1).

### Transcriptomes of the vegetative and flower buds during the period of CU accumulation

To study the transcriptome of vegetative buds and comparing it with the one from flower buds, high quality reads from RNA samples extracted at 0, 200, 475, and 770CU and two additional timepoints, one before and one after chilling accumulation for flower buds as well as vegetative buds, were mapped to the latest peach reference genome (*Prunus persica* v.2.5, NCBI). 

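The raw counts per gene of 21 vegetative bud libraries and 4 flower bud libraries of the peach cultivar Fantasia were deposited by the authors without normalization. The authors had trimmed the reads with fastp, mapped them with STAR and counted them on exons with bedtools multicov, discarding duplicated reads. Each library lists 26873 genes. Year A holds 3 vegetative bud libraries each at 0CU, 475CU and 770CU, and year B holds 3 each at Pre0CU, 200CU, 475CU and 930CU. CU are the chilling units of the Utah model, and Pre0CU is the collection before the first unit accumulated. The flower bud libraries cover Pre0CU and 930CU of year B with 2 replicates each. Flower bud reads of the earlier study for 0CU to 770CU were not analysed here. Total counts per vegetative bud library were 39615840 to 68355366 (median 51416297) in year A and 39891412 to 71239880 (median 51339125) in year B. For flower buds they were 44894673 to 61090788 (median 51089759.5). Counts were scaled by library size to CPM with the TMM normalization of edgeR. Genes that passed edgeR's filterByExpr were tested with its quasi-likelihood test. A gene was called a DEG at a Benjamini-Hochberg FDR below 0.05 and a fold change above 1.4 in either direction. The 21 vegetative bud libraries were fitted in one model with 7 groups, and the 10 libraries of Pre0CU and 930CU from both bud types in another. The files pair the gene identifiers with no names or genome positions, so the symbols are those the paper gives.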

The previous reads for the flower buds from Canton *et al*. [12] were treated with the same preprocessing and mapping algorithm to maintain uniformity across the multiple datasets. The batch effect resulting from the combination of independent datasets was eliminated using the Arsynseq function from the NOISeq package (Fig. S2a, b, e, and  f). 

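The sampling year separated the deposited counts before any correction. In year A a median of 96.2% of the counts above 0 in a library were even numbers, against 49.9% in year B. A median of 4474 genes per vegetative bud library had a count of 0 in year A, and a median of 25.5 genes in year B. Without a correction, the first principal component of log2 CPM held 83.6% of the variance of the 21 vegetative bud libraries, and 99.8% of the variance of its scores lay between the years. The 475CU buds were collected in both years at equal chilling, with 3 libraries per year. Between them, 18517 of 26752 tested genes were called with edgeR. Of these, 6483 were higher in year A and 12034 were higher in year B. With a threshold of an absolute log2 fold change over 1.4, the alternative that moved the count most, 10212 genes were called, 1806 higher in year A and 8406 higher in year B. With at least 10 counts in every library these numbers were 5236 and 6025, so the excess in year B was smaller with that filter. The ARSyNseq correction was not repeated. For comparisons of time points across years, the difference between the 475CU libraries of the years was subtracted from the contrast of each gene. The bridged contrasts use 475CU of both years as a common point. The flower meristem identity gene *LFY* varied between the 475CU libraries of year B (27.9, 26.5 and 3.52 CPM). Flower bud tissue in some of them was not excluded, and it would enter every bridged value.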

The resulting transcriptomes were evaluated by performing a principal component analysis (PCA) for the clustering of replicates from the respective timepoints. 

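For the PCA of the 21 vegetative bud libraries, the mean of each year was subtracted from the log2 CPM of each gene, and genes were not scaled. The first component then held 41.8% of the variance and the second 11.9%, a sum of 53.8%. Of the variance of the scores, 99.6% on the first component and 96.7% on the second lay between the 7 collections rather than between replicates. The sum was 79.8% for the 500 most variable genes and 44.4% with genes scaled to unit variance. With no removal of the difference between years it was 90.4%. The 4 flower bud libraries of Pre0CU and 930CU were not entered into a PCA, since the other time points of flower buds are not in the files.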

PCA indicated that the first two PCs explain most of the variance (79.1% for vegetative buds and 62.4% for flower buds), and samples from each time point are projected together (Fig. S2d and h). 

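In vegetative buds, an F test of edgeR over the 5 time coefficients called 15210 of 26752 tested genes. It required an FDR below 0.05 and more than 1.4-fold between the highest and the lowest fitted time point. The fits that each left out one replicate gave between 14769 and 15352 genes. A threshold of an absolute log2 fold change over 1.4 gave 5548 genes. Without removal of the difference between years, 23301 genes were called. In the separate contrasts of 0CU, 200CU, 475CU, 770CU and 930CU with Pre0CU, 13988 genes were called at least once.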

Filtering the DEGs using the Degust online platform for genes with FC >1.4 identified 8882 differentially expressed genes (DEGs) in vegetative buds and 8639 DEGs in flower buds throughout the different time points. 5913 DEGs were common in both transcriptomes (vegetative buds and flower buds), while 2969 and 2726 DEGs were unique in vegetative and flower buds, respectively (Fig. S3). The time-course analysis of CU accumulation (Fig. S3a) shows a gradual increase in the number of DEGs in both buds. In addition, the analysis revealed that the vegetative buds showed a higher upregulation than the flower buds, primarily during the initial period between pre-chilling and 0CU accumulation. Conversely, at 200CU and 475CU, both bud types do not show significant changes within the transcriptome. 

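Within year B, the number of genes called in vegetative buds against Pre0CU rose from 5447 at 200CU to 6179 at 475CU and 9507 at 930CU, with 3 libraries per time point. At 200CU, 2445 genes were upregulated and 3002 were downregulated. At 475CU these numbers were 2747 and 3432, and at 930CU they were 4365 and 5142. The fits that each left out one replicate gave between 9059 and 9502 genes at 930CU. The choice that moved these counts most was a threshold of an absolute log2 fold change over 1.4. It gave 1042, 1343 and 2399 genes, in the same order of time points. Of these, 288, 397 and 549 were upregulated, so at 930CU the upregulated share was 22.9%, against 45.9% with the fold change of 1.4. From the time course, the paper concludes that the number of DEGs increases gradually in both bud types (Fig. S3a).

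**Figure D1:**
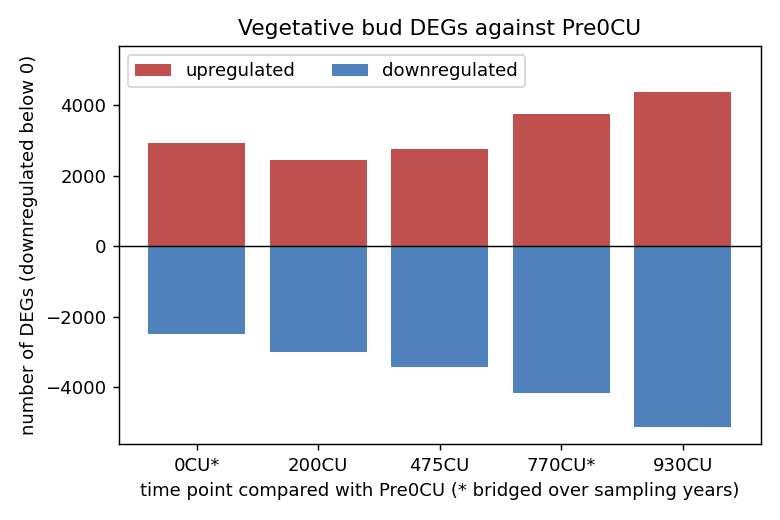
Number of upregulated and downregulated genes in vegetative buds at each time point against Pre0CU, with downregulated genes drawn below 0. The bars grow within year B from 200CU to 930CU, where 5142 genes were downregulated. Asterisks mark contrasts bridged over the sampling years.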

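The vegetative buds of 0CU were collected in year A and those of Pre0CU in year B, so this contrast was bridged by the 475CU libraries. It called 5407 genes, of which 2925 were upregulated at 0CU and 2482 were downregulated. Without the bridge, 16064 genes were called. With the mean of each year subtracted instead, 3355 genes were called. Which direction had more genes depended on the setting. With a fold change of 1.5 and an FDR of 0.01, 1686 genes were upregulated and 1721 downregulated. At an absolute log2 fold change over 1.4 these numbers were 731 and 943, and without the bridge 6060 and 10004. No flower bud library of 0CU was available for the comparison between bud types.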

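Between 200CU and 475CU of year B, 1687 genes were called in vegetative buds. Upregulated genes numbered 738 and downregulated genes 949, and all calls made up 6.31% of the tested genes. With a fold change of 1.5 and an FDR of 0.01 as thresholds, 926 genes were called. At an absolute log2 fold change over 1.4, 112 were upregulated and 113 downregulated. Leaving out one replicate at a time gave between 1216 and 1838 genes. Of the genes called at 200CU and at 475CU against Pre0CU, 3933 were called at both time points and in the same direction.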

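Year A allows 770CU to be compared with 0CU in vegetative buds without a bridge. This contrast called 8752 genes, 3622 upregulated and 5130 downregulated. From 0CU to 475CU of the same year, 6274 genes were called, 2605 upregulated and 3669 downregulated. The bridged contrast of 770CU with Pre0CU called 7897 genes, of which 3746 rose and 4151 fell. Without removal of the difference between years this last count was 18729, 6812 up and 11917 down. At an absolute log2 fold change over 1.4, 802 genes were upregulated and 2229 downregulated from 0CU to 770CU, 573 and 1047 from 0CU to 475CU, and 644 and 1980 at 770CU against Pre0CU, so downregulated genes had a larger share among the larger changes.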

Subsequently, at 770CU a sudden increase of downregulated DEGs in vegetative buds is observed, whereas in flower buds there is a comparatively higher number of upregulated DEGs. At 930CU, there is a significant increase in the number of upregulated DEGs in flower buds, whereas the number of downregulated genes is almost identical between the two bud types. 

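The libraries of Pre0CU and 930CU from both bud types, all of year B, were fitted together. From Pre0CU to 930CU, 5842 genes were upregulated and 6091 were downregulated in flower buds. In vegetative buds of the same fit 4283 genes were upregulated and 5904 were downregulated. Upregulated genes made up 49.0% of the calls in flower buds and 42.0% of those in vegetative buds. Both bud types shared 7362 calls, 6929 of them in the same direction, where 4538 shared calls would arise from independent lists. A test of the difference between the changes of the bud types (the interaction term) called 6594 genes. The threshold that moved this count most, an absolute log2 fold change over 1.4, left 1322 of them. In flower buds it left 1121 upregulated and 2266 downregulated genes, so the near balance of directions did not hold there. The flower bud arms of 2 libraries did not allow a replicate to be left out.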

The Venn diagrams comparing the DEGs (Fig. S3b) from the two bud types throughout the entire time-course identify 710 DEGs that are differentially expressed in vegetative buds from beginning to end, whereas in flower buds there are 1041 DEGs.

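In vegetative buds, 1481 genes were called against Pre0CU at each of the 5 later time points, counting the bridged contrasts of 0CU and 770CU. Of these, 514 were upregulated and 857 downregulated at all 5, and 110 changed direction. Independent lists of the same sizes would share 26.7 genes, although the contrasts are not independent because all use the Pre0CU libraries. An absolute log2 fold change over 1.4 as the threshold lowered the number to 280.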

Considering that the hormone content between vegetative (Fig. 1c) and flower buds [12] remains very similar during the cold season, while their development diverges significantly, we performed a targeted PCA on differentially DEGs associated with ABA, GA, and JA pathways, as well as on genes involved in the specification and development of vegetative and flower meristems [23] (Table S2 and S3) (Fig. 2).

**Figure 2:**
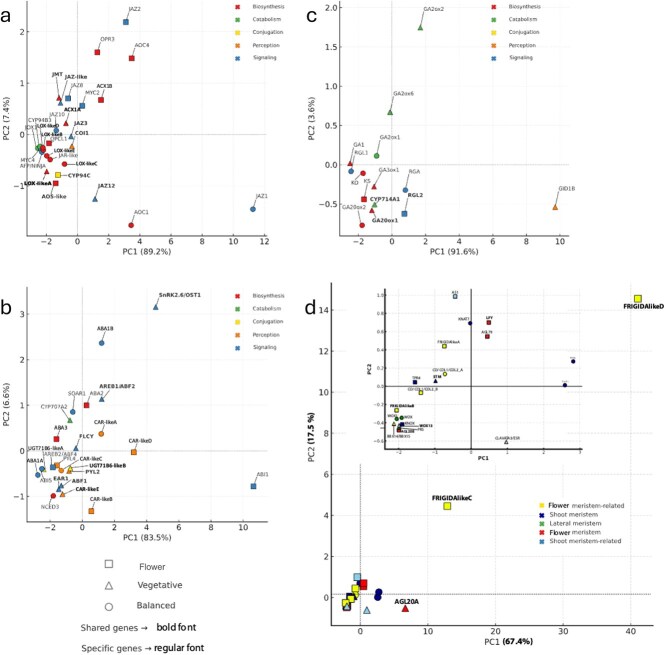
Principal component analysis (PCA) of gene expression patterns for ABA (a), GA (b), and JA (c) pathway genes, and meristem genes in flower and vegetative buds. Symbols indicate gene classification based on organ-biased expression: flower (open squares), vegetative (open triangles), and balanced (open circles). For Hormone-pathway genes are grouped according to functional category, as indicated by the accompanying legend in each panel. Categories include: biosynthesis, catabolism, conjugation, perception, and signaling. Meristem-related are grouped according to their functional class, as indicated by the legend in panel (d). Categories include flower-meristem related, shoot-meristem related, lateral meristem, flower-meristem identity, and shoot-meristem–related classes. Shared genes (expressed in both buds) are labeled in bold font, specific genes (organ-specific) in regular font. PCA was computed using shared genes, with specific genes subsequently projected into the same PCA space. Detailed procedures are described in Methods S3.

PCA of ABA-, GA-, and JA-related gene expression profiles revealed distinct spatial arrangements, although in all three cases, the first principal component (PC1) captured the major axis of organ-specific variation, as confirmed by its strong correlation with the differential expression coefficient condition (coef_condition) (Table S2). The second component (PC2) accounted for a smaller portion of variance and did not correlate with organ identity, but in some cases reflected functional or pathway-level diversity.

In the ABA PCA (Fig. 2a), PC1 explained 83.5% of the total variance and was strongly negatively correlated with coef_condition (*r* = −0.88), separating vegetative-biased genes (positive PC1 scores) from flower-biased ones (negative scores). 

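Bud type differences in ABA signaling genes could be measured at Pre0CU and 930CU (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). A difference in library preparation between the bud types was not tested and could enter such comparisons. The transcriptional regulator *AREB1/ABF2* (PRUPE_1G434500) had 202 ± 6.04 CPM in vegetative buds and 170.2 ± 7.16 CPM in flower buds at Pre0CU. At 930CU it had 142 ± 3.71 and 123 ± 5.35 CPM. The log2 fold change of vegetative over flower buds for *EAR1* (PRUPE_6G145500) was 0.55 (standard error 0.13, adjusted p = 0.00854) at Pre0CU and -0.63 (standard error 0.14, adjusted p = 0.00150) at 930CU in edgeR's test. The gene *FLCY* (PRUPE_4G274700) had 19.3 ± 1.43 CPM in vegetative and 23.2 ± 2.80 CPM in flower buds at Pre0CU. Its values at 930CU were 21.5 ± 2.11 and 20.8 ± 1.60 CPM. The receptor gene *PYL4* (PRUPE_6G284000) was lower in vegetative buds at both time points, with a log2 fold change of -1.13 (standard error 0.20, adjusted p = 0.00126) at Pre0CU and -2.16 (standard error 0.18, adjusted p = 4.02e-07) at 930CU.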

Several transcriptional regulators involved in ABA signaling (*AREB1/ABF2* and *EAR1*) were enriched in vegetative buds, while *FLCY* and *PYL4* showed flowerl-biased profiles. A group of central ABA metabolism and signaling genes (*NCED3, PYL1, ABI5*) clustered near the origin, suggesting balanced expression between organs. 

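At Pre0CU, *NCED3* (PRUPE_4G150100) had 124 ± 3.23 CPM in vegetative buds and 141 ± 30.9 CPM in flower buds (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). It fell in both by 930CU, to 2.63 ± 0.356 and 2.46 ± 0.394 CPM. In vegetative buds its log2 fold change from Pre0CU to 930CU was -5.52 (standard error 0.38, adjusted p = 2.11e-10) in edgeR's test. At 475CU it had 93.7 ± 38.6 CPM in year A and 3.52 ± 0.645 CPM in year B (SD, n = 3 libraries), a log2 difference of 4.73. The log2 fold change of vegetative over flower buds for *ABI5* (PRUPE_7G112200) was 0.71 (standard error 0.10, adjusted p = 1.55e-04) at Pre0CU. At 930CU it was -2.21 (standard error 0.08, adjusted p = 1.71e-10). Its interaction of bud type and time was -2.92 (standard error 0.13, adjusted p = 4.39e-09). No identifier of *PYL1* is given in the paper's text or in the part of its supplementary tables that could be read.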

Vegetative-specific genes projected more diffusely along PC1, indicating transcriptional heterogeneity within vegetative tissues. PC2 (6.6% variance) did not associate with expression bias or timepoint and appeared to reflect minor variation among shared genes. No marked outlier was observed in this dataset.

In the GA PCA (Fig. 2b), PC1 accounted for 91.6% of variance and showed a strong positive correlation with coef_condition (*r* = +0.92), inverting the directionality observed for ABA and JA. Genes involved in GA biosynthesis (*GA20ox2, GA1,* and *GA3ox*) and catabolism (*GA2ox2, GA2ox6*, and *CYP714A1*) were mapped to the vegetative side, while RGL2, a DELLA protein, displayed a flower signature. 

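At 930CU the vegetative over flower bud log2 fold change was 0.68 (standard error 0.10, adjusted p = 6.52e-05) for *GA1* (PRUPE_8G239900), 1.10 (standard error 0.16, adjusted p = 6.45e-05) for *GA3ox1* (PRUPE_1G467600) and 0.93 (standard error 0.10, adjusted p = 4.29e-06) for *GA2ox6* (PRUPE_1G111900) in edgeR's test. The gene *GA2ox2* (PRUPE_4G080700) was higher in vegetative buds at Pre0CU and at 930CU, with log2 fold changes of 1.67 and 1.73. For *GA20ox2* (PRUPE_2G286800) it was 0.74 (standard error 0.13, adjusted p = 0.00134) at Pre0CU and -2.24 (standard error 0.11, adjusted p = 1.82e-09) at 930CU, where flower buds had 24.0 ± 2.60 CPM and vegetative buds 5.10 ± 0.521 CPM (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). Expression of *CYP714A1* (PRUPE_2G267600) was 13.6 ± 0.694 CPM in vegetative and 12.4 ± 1.36 CPM in flower buds at Pre0CU. The DELLA gene *RGL2* (PRUPE_3G162500) had 99.7 ± 7.07 CPM in vegetative buds and 51.9 ± 2.19 CPM in flower buds at 930CU, a log2 fold change of 0.94 (standard error 0.06, adjusted p = 2.53e-08).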

The GA receptor-encoding gene *GID1B* occupied an extreme positive position on PC1, suggesting distinct vegetative-specific regulation or feedback sensitivity. 

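The counts of *GID1B* (PRUPE_8G249800) were 612 ± 18.8 CPM in vegetative and 439 ± 26.2 CPM in flower buds at Pre0CU (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). At 930CU they were 227 ± 8.96 and 101 ± 15.0 CPM, and the log2 fold change of vegetative over flower buds was 1.17 (standard error 0.08, adjusted p = 2.80e-08) with edgeR.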

PC2 (3.6% variance) did not reflect organ bias or expression strength.

In the JA PCA (Fig. 2c), PC1 explained 89.2% of variance and was strongly negatively correlated with coef_condition (*r* = −0.83), separating vegetative-biased (*LOX-likeA, JMT,* and *ACX1A*) from flower-biased (*ACX1B,* and *AOS-like*) genes. 

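At 930CU the log2 fold change of vegetative over flower buds was 1.37 (standard error 0.06, adjusted p = 1.22e-09) for *LOX-likeA* (PRUPE_6G324100) and 0.76 (standard error 0.21, adjusted p = 0.00790) for *JMT* (PRUPE_1G375800) in edgeR's test. Expression of *ACX1A* (PRUPE_6G181800) at 930CU was 33.4 ± 1.20 CPM in vegetative and 28.8 ± 0.169 CPM in flower buds (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). None of these genes was called between the bud types at Pre0CU in edgeR's test. Their log2 fold changes there were -0.05 for *LOX-likeA* (adjusted p = 0.645), 0.10 for *JMT* (adjusted p = 0.739) and 0.0004 for *ACX1A* (adjusted p = 0.998). The genes on the flower side were lower in vegetative buds at both time points. For *ACX1B* (PRUPE_7G200800) the log2 fold change was -0.69 at Pre0CU and -0.57 at 930CU, with adjusted p-values of 8.21e-05 and 9.03e-05. For *AOS-like* (PRUPE_8G110100) it was -0.94 at Pre0CU and -1.07 at 930CU, with adjusted p-values of 0.00693 and 0.00250.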

PC2 (7.4% variance) captured pathway-internal diversity, separating signaling components (e.g., JAZ genes) from biosynthetic ones, but without clear association to time or organ. *JAZ1* emerged as a strong outlier in the PCA space. 

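The gene *JAZ1* (PRUPE_7G194800) had 1281 ± 113 CPM in flower buds and 1030.2 ± 13.3 CPM in vegetative buds at Pre0CU (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). At 930CU it had 311 ± 28.8 CPM in flower and 369 ± 8.57 CPM in vegetative buds.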

Although statistically classified as ‘balanced’ due to high within-group variance and a non-significant expression differential, it showed consistently higher expression in flower buds. Among all JA-related genes, it was also one of the most highly expressed overall. 

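From Pre0CU to 930CU the log2 fold change of *JAZ1* (PRUPE_7G194800) in the fit of both bud types was -1.48 (standard error 0.05, adjusted p = 4.60e-11) in vegetative buds and -2.04 (standard error 0.07, adjusted p = 2.02e-11) in flower buds with edgeR. In the fit of all vegetative libraries, its mean at Pre0CU of year B was 870 ± 11.6 CPM. For year A in that fit it was 1066 ± 93.7 CPM at 0CU and 468 ± 27.8 CPM at 770CU (SD, n = 3 libraries).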

Its extreme position along PC1 reflects this combination of high expression and organ-skewed pattern and supports its known function as a core jasmonate repressor potentially involved in modulating flower bud development.

**Figure 3:**
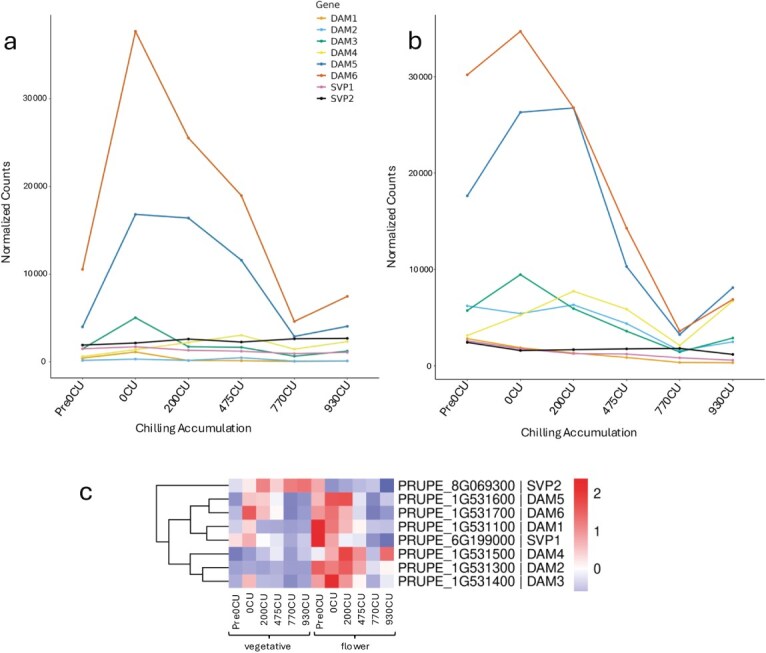
Temporal expression profiles of *DAM* and *SVP* genes during chilling accumulation. Temporal expression profiles (normalized counts) of DORMANCY-ASSOCIATED MADS-box (*DAM1–DAM6*) and SHORT VEGETATIVE PHASE-like (*SVP1, SVP2*) genes in vegetative (a) and flower (b) buds across six chilling timepoints (from 0 to 930CU); (c) Heatmap of Z-score-transformed expression values of DAM and SVP genes in both bud types.

In the PCA of meristem-related genes (Fig. 2d and Table S2), a clear separation emerged between central conserved meristem regulators and peripheral genes associated with bud-specific identity. 

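At Pre0CU the gene the paper lists as *WOX* (PRUPE_1G432100) was higher in vegetative than in flower buds, with a log2 fold change of 1.71 (standard error 0.18, adjusted p = 2.08e-05) in edgeR's test. At 930CU it had 2.41 ± 0.743 CPM in vegetative and 1.97 ± 0.177 CPM in flower buds (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). For *KNAT1* (PRUPE_1G416700) the log2 fold change at 930CU was 1.19 (standard error 0.09, adjusted p = 7.45e-08). Expression of *KNAT7* (PRUPE_5G088100) was 60.7 ± 2.74 CPM in vegetative and 67.3 ± 0.968 CPM in flower buds at 930CU.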

Core shoot meristem genes, including *WOX* and *KNAT*, clustered centrally, reflecting their stable expression across bud types. In contrast, genes marking vegetative or flower fate were distributed along divergent axes, consistent with their functional specialization. 

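The flower meristem identity gene *LFY* (PRUPE_5G140700) had 58.8 ± 3.65 CPM in flower buds and 3.30 ± 0.486 CPM in vegetative buds at Pre0CU (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). Its log2 fold change of vegetative over flower buds was -4.15 (standard error 0.09, adjusted p = 2.35e-11) at Pre0CU and -4.01 (standard error 0.08, adjusted p = 1.13e-12) at 930CU with edgeR. In the 3 vegetative bud libraries of 475CU in year B it had 27.9, 26.5 and 3.52 CPM, a spread larger than at any other time point. The log2 fold change of *AGL79* (PRUPE_3G249300) was -1.81 (standard error 0.08, adjusted p = 1.25e-08) at Pre0CU and -3.18 (standard error 0.08, adjusted p = 5.26e-12) at 930CU. For *AGL20B* (PRUPE_5G149400) it was -1.07 (standard error 0.19, adjusted p = 0.00118) at Pre0CU, while at 930CU the means were 1.59 ± 0.317 CPM in vegetative and 1.40 ± 0.0340 CPM in flower buds.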

Among flower meristem identity regulators, LFY, AGL20B, and AGL79 formed a coherent cluster in flower-biased positions, indicating early activation of reproductive programs. Conversely, meristematic-specific markers such as STM and WOX3 were positioned along the vegetative axis, supporting their role in maintaining vegetative identity during chilling.

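Expression of *STM* (PRUPE_4G015200) was 33.3 ± 3.36 CPM in vegetative and 31.0 ± 4.57 CPM in flower buds at Pre0CU (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). At 930CU the log2 fold change of vegetative over flower buds was -1.48 (standard error 0.10, adjusted p = 4.21e-08) in edgeR's test, and the interaction of bud type and time was -1.58 (standard error 0.14, adjusted p = 1.95e-06). The *WOX3* gene, listed as *PRS* (PRUPE_6G088900), had 18.8 ± 0.685 CPM in vegetative and 16.1 ± 1.60 CPM in flower buds at Pre0CU. At 930CU the corresponding values were 11.9 ± 1.68 and 9.60 ± 0.867 CPM. From the placement of these markers the paper reasons that they help to maintain vegetative identity during chilling.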

The FRIGIDA-like gene family members also displayed divergent patterns: *FRIGIDA-like B, C*, and *D* were exclusively expressed in flower buds, yet only *FRIGIDA-likeD* showed a strong flower association in the PCA, with clear separation along PC2. 

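All 3 genes had counts in every vegetative bud library of year B. This alone does not show expression, since a median of only 25.5 genes per library were at 0 there. Genes at 0 in all libraries of year A had a median of 0.728 CPM in year B. At Pre0CU, *FRIGIDA-likeD* (PRUPE_1G013700) had 723 ± 20.1 CPM in vegetative and 756 ± 12.7 CPM in flower buds (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). At 930CU its values were 697 ± 33.2 and 752 ± 20.1 CPM. The gene *FRIGIDA-likeC* (PRUPE_8G186800) had 404 ± 10.2 CPM in vegetative and 392 ± 16.2 CPM in flower buds at Pre0CU, and 419 ± 10.0 and 342 ± 4.28 CPM at 930CU. For *FRIGIDA-likeB* (PRUPE_6G334500) the counts at Pre0CU were 1.85 ± 0.110 CPM in vegetative and 1.74 ± 0.0348 CPM in flower buds. It rose in flower buds by 930CU with a log2 fold change of 2.73 (standard error 0.17, adjusted p = 6.79e-09) in edgeR's test. At 930CU its log2 fold change of vegetative over flower buds was -2.12 (standard error 0.14, adjusted p = 2.69e-08).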

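Expression of *FRIGIDA-likeA* (PRUPE_6G225800) was 30.0 ± 0.233 CPM in flower and 30.5 ± 0.922 CPM in vegetative buds at Pre0CU (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). At 930CU it was 53.8 ± 1.28 CPM in flower and 56.9 ± 0.285 CPM in vegetative buds.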

*FRIGIDA-likeA*, while expressed in both bud types, was enriched in flower buds, suggesting a broader regulatory function with flower bias.

Interestingly, genes canonically associated with flowering induction, such as *AGL20A* and the *CO/COL1/COL2-A* displayed expression patterns biased toward vegetative buds or balanced across bud types, respectively. This observation suggests that these regulators, while linked to flower transition in annual models, may also participate in modulating photoperiodic or hormonal responsiveness in vegetative buds of perennials, potentially maintaining developmental plasticity under chilling conditions.

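The gene *AGL20A* (PRUPE_2G151200) had 462 ± 12.4 CPM in vegetative and 439 ± 10.8 CPM in flower buds at Pre0CU (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). At 930CU the log2 fold change of vegetative over flower buds was 1.09 (standard error 0.04, adjusted p = 2.40e-10) with edgeR. The values of *CO/COL1/COL2-A* (PRUPE_3G245100) were 18.7 ± 0.202 CPM in vegetative and 21.2 ± 0.260 CPM in flower buds at Pre0CU, and 20.1 ± 2.69 and 27.1 ± 2.74 CPM at 930CU. Its vegetative bud counts at 475CU were 79.4 ± 5.00 CPM in year A and 14.4 ± 4.68 CPM in year B (SD, n = 3 libraries).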

### DAM and SVP gene dynamics in flower and vegetative buds

Examining the expression profiles of the *DAM* genes in our flower and vegetative bud dataset revealed a decreasing general trend during CU accumulation in both bud types (Fig. 3a and b), with *DAM5* and *6* remaining highly expressed over CU accumulation. 

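In vegetative buds of year B, *DAM5* (PRUPE_1G531600) rose from 153 ± 5.43 CPM at Pre0CU to 634 ± 13.3 at 200CU and was 529 ± 11.7 at 475CU (SD, n = 3 libraries). In year A it fell from 108 ± 9.07 CPM at 0CU to 61.4 ± 3.25 at 475CU and 18.9 ± 2.72 at 770CU. Against Pre0CU its log2 fold change was 2.05 (standard error 0.08, adjusted p = 3.33e-13) at 200CU and 1.79 (standard error 0.08, adjusted p = 1.64e-12) at 475CU in edgeR's test. From 0CU to 770CU it was -2.51 (standard error 0.08, adjusted p = 1.67e-14). The gene *DAM6* (PRUPE_1G531700) had 536 ± 17.7 CPM at Pre0CU, 1306 ± 74.3 at 200CU and 1075 ± 99.1 at 475CU of year B. In year A it had 673 ± 28.7 CPM at 0CU and 87.6 ± 12.3 at 770CU, a log2 fold change of -2.94 (standard error 0.09, adjusted p = 7.67e-15). At 475CU the counts of year A were below those of year B by a log2 difference of -3.11 for *DAM5* and -1.79 for *DAM6*. In flower buds the log2 fold change from Pre0CU to 930CU was -1.13 (standard error 0.05, adjusted p = 5.30e-10) for *DAM5* and -2.14 (standard error 0.06, adjusted p = 7.94e-12) for *DAM6*. The paper's text does not state how reads that map to more than one *DAM* gene were counted.

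**Figure D2:**
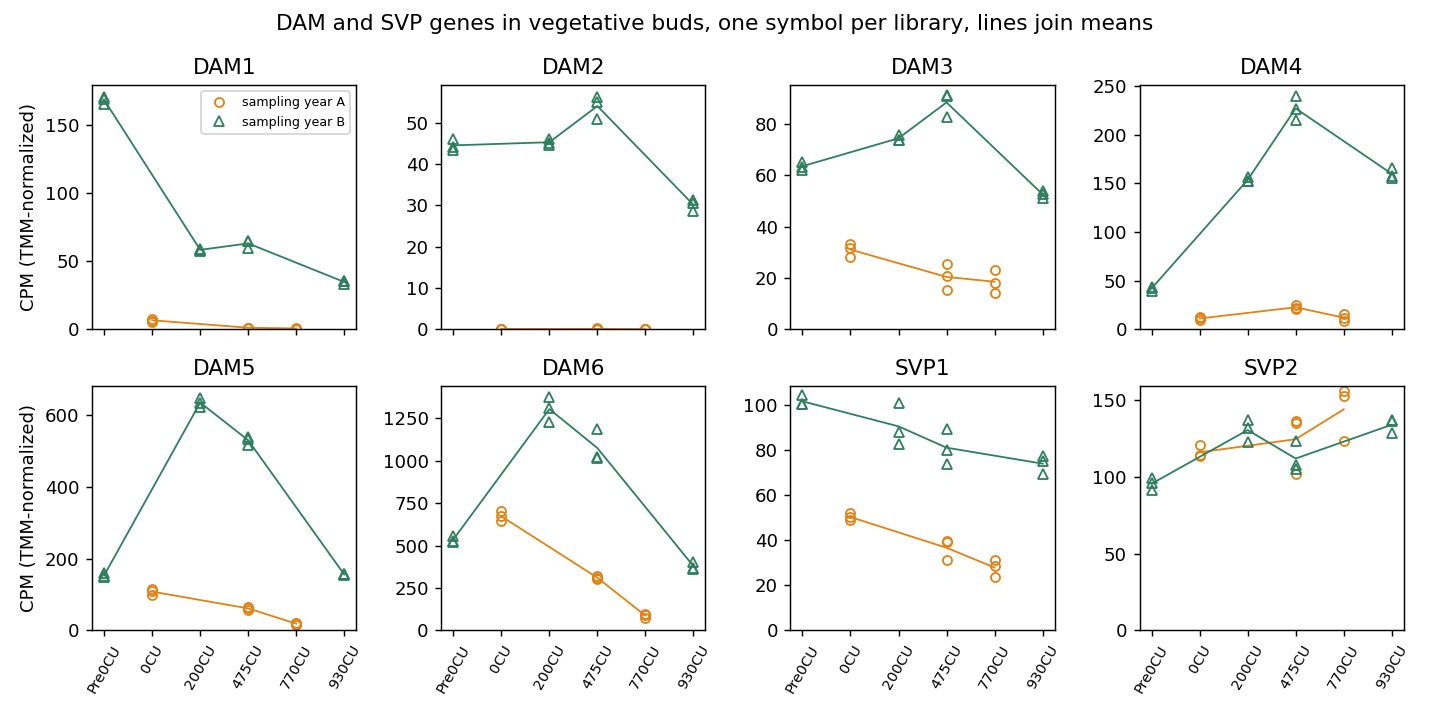
Normalized counts (CPM) of *DAM1* to *DAM6*, *SVP1* and *SVP2* in the 21 vegetative bud libraries by time point, one symbol per library, with lines joining the means of each sampling year. *DAM5* and *DAM6* rise from Pre0CU to 200CU in year B and fall from 0CU to 770CU in year A.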

In vegetative bud, the other DAMs are expressed at a low level and steady state, while in flower bud *DAM2*, *3* and *4* showed a higher expression during the early phase of CU accumulation (Fig. 3c). 

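In vegetative buds of year B, *DAM1* (PRUPE_1G531100) fell from 168 ± 2.79 CPM at Pre0CU to 58.2 ± 1.02 at 200CU and 34.6 ± 1.46 at 930CU (SD, n = 3 libraries), a log2 fold change of -2.28 (standard error 0.10, adjusted p = 5.29e-13) by edgeR. In year A it was low, with 6.55 ± 1.04 CPM at 0CU, 1.09 ± 0.196 at 475CU and 0.561 ± 0.203 at 770CU. At 475CU the log2 difference of year A from year B was -5.87. The gene *DAM2* (PRUPE_1G531300) had 44.5 ± 1.48 CPM at Pre0CU and 54.0 ± 2.87 at 475CU in year B, against 0.0765 ± 0.132 CPM at 475CU in year A. The counts of *DAM3* (PRUPE_1G531400) in vegetative buds were 63.6 ± 1.53 CPM at Pre0CU, 88.5 ± 4.83 at 475CU and 52.6 ± 1.33 at 930CU of year B. In year A they fell from 31.1 ± 2.49 CPM at 0CU to 18.5 ± 4.53 at 770CU. This was a log2 fold change of -0.74 (standard error 0.15, adjusted p = 2.51e-04). At Pre0CU the flower buds had 45.8 ± 0.388 CPM of *DAM2* and 70.5 ± 7.38 CPM of *DAM3*, and the vegetative buds of the same fit had 52.7 ± 1.91 and 75.3 ± 2.36 CPM (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). In flower buds *DAM2* changed from Pre0CU to 930CU by a log2 fold change of -1.33 (standard error 0.06, adjusted p = 4.27e-10), and *DAM3* had 35.2 ± 2.67 CPM at 930CU.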

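At 930CU of year B, *DAM4* (PRUPE_1G531500) had 159.7 ± 4.94 CPM in vegetative buds, against 42.0 ± 2.12 at Pre0CU and 227 ± 12.4 at 475CU of the same year (SD, n = 3 libraries). In year A it had 11.9 ± 3.58 CPM at 770CU. The bridged log2 fold change of 770CU over Pre0CU was 1.51 (standard error 0.19, adjusted p = 2.80e-06) in edgeR's test, and that of 930CU over Pre0CU was 1.93 (standard error 0.13, adjusted p = 2.33e-10). For *DAM5* (PRUPE_1G531600) the counts of vegetative buds at 930CU were 156 ± 2.15 CPM. Its log2 fold change over Pre0CU was 0.09 (standard error 0.11, adjusted p = 0.609) at 770CU, bridged over the years, and 0.02 (standard error 0.08, adjusted p = 0.844) at 930CU. For *DAM6* (PRUPE_1G531700) it was -0.82 (standard error 0.12, adjusted p = 1.77e-05) at 770CU and -0.50 (standard error 0.09, adjusted p = 4.56e-05) at 930CU, where it had 379.6 ± 23.5 CPM. The 770CU and 930CU buds come from different years, so the step between them rests on the bridge. At 930CU the flower buds had 91.6 ± 0.399 CPM of *DAM4*, 70.1 ± 0.472 of *DAM5* and 130.4 ± 1.16 of *DAM6* (mean ± SD, n = 2). The vegetative buds of the same fit had 186 ± 5.87, 181 ± 2.92 and 441 ± 27.5 CPM (SD, n = 3). In flower buds *DAM4* rose from 43.0 ± 2.09 CPM at Pre0CU, a log2 fold change of 1.09 (standard error 0.06, adjusted p = 2.66e-09).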

Notably, *DAM4, 5*, and *6* exhibited a reactivation of transcription accumulation at the late stage of 930CU.

In our previous studies we identified an SVP-like gene transcript (*Ppe*6G199000) belonging to the SVP1 clade and expressed in flower buds before CU accumulation and downregulated during winter [12]. A novel SVP gene transcript was identified in the current vegetative bud dataset (*Ppe*8G069300) that belongs to the SVP3 clade [24]. 

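At Pre0CU both *SVP*-like genes had similar counts in the 2 bud types. The gene *SVP1* (PRUPE_6G199000) had 120.2 ± 2.94 CPM in vegetative and 118 ± 1.80 CPM in flower buds (mean ± SD, n = 3 vegetative and n = 2 flower bud libraries). The gene *SVP2* (PRUPE_8G069300) had 113 ± 5.34 and 109 ± 6.42 CPM. At 930CU the log2 fold change of vegetative over flower buds was 1.71 (standard error 0.06, adjusted p = 4.75e-11) for *SVP1* and 1.55 (standard error 0.06, adjusted p = 1.12e-10) for *SVP2* by edgeR.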

The expression level of the two SVP-like genes is much higher in vegetative buds, and their expression trends are also divergent (Fig. 3a–c). 

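In vegetative buds of year B, *SVP1* (PRUPE_6G199000) had 102 ± 2.31 CPM at Pre0CU, 90.5 ± 9.20 at 200CU and 74.0 ± 4.29 at 930CU (SD, n = 3 libraries). From Pre0CU to 930CU its log2 fold change was -0.46 (standard error 0.10, adjusted p = 6.08e-04) in vegetative buds, in the fit of all vegetative libraries, and -2.17 (standard error 0.06, adjusted p = 4.45e-12) in flower buds, in the fit of both bud types, with edgeR. The first of these did not pass the fold change threshold, and with the libraries of year B alone it did, at -0.49, so it lies close to the threshold. In year A it had 50.3 ± 1.56 CPM at 0CU and 27.9 ± 3.81 at 770CU, a log2 fold change of -0.85 (standard error 0.10, adjusted p = 9.38e-07). The interaction of bud type and time was 1.69 (standard error 0.07, adjusted p = 4.52e-09).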

While the previously identified *PpeSVP1* gene undergoes a rapid decline in expression levels with the progress of CU accumulation in flower buds [12], in the vegetative buds *PpeSVP1* maintains a steadier expression level. *PpeSVP2* is highly expressed in flower buds in prechilling and then its level slowly decreases. 

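The counts of *SVP2* (PRUPE_8G069300) in flower buds at 930CU were 53.0 ± 0.575 CPM (mean ± SD, n = 2). From Pre0CU this was a log2 fold change of -1.05 (standard error 0.06, adjusted p = 3.11e-09) in edgeR's test.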

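In vegetative buds *SVP2* (PRUPE_8G069300) had 95.4 ± 3.82 CPM at Pre0CU and 134 ± 4.68 at 930CU of year B (SD, n = 3 libraries), a log2 fold change of 0.49 (standard error 0.10, adjusted p = 2.81e-04) by edgeR. In the fit of both bud types it was 0.46 and just below the fold change threshold. The counts between were 130 ± 7.33 CPM at 200CU and 112 ± 10.1 at 475CU of year B. Their log2 fold changes over Pre0CU were 0.45 (adjusted p = 0.00108) and 0.23 (adjusted p = 0.0724), neither of them called, so the rise was not steady. From 116 ± 4.10 CPM at 0CU to 144 ± 17.6 at 770CU of year A the log2 fold change was 0.31 (standard error 0.10, adjusted p = 0.0122), which did not pass the fold change threshold. The interaction of bud type and time from Pre0CU to 930CU was 1.51 (standard error 0.07, adjusted p = 1.22e-08).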

In vegetative buds the expression of this gene follows an opposite trend with the expression upregulated over CU accumulation (Fig. 3a). These results indicate that except for *DAM5* and *DAM6*, DAMs and SVPs genes are differentially regulated during winter development in vegetative and flower buds.

### Weighted gene co-expression analysis of DEGs

The WGCNA package was used to conduct a gene co-expression analysis and clustering of the identified DEGs. DEGs with a fold change of 1.5 and FDR value lower than 0.01 were selected as the input for the network analysis. The network analysis was used to correlate the DEGs against two environmental cues having opposite trends during winter: CU accumulation (CHILLING) increased (Fig. 1) while the length of day (LOD) decreased (Fig. S4). Both vegetative and flower buds produced 6 and 7 modules (MEs; Fig. 4a and b and Tables S3 and S4).

**Figure 4:**
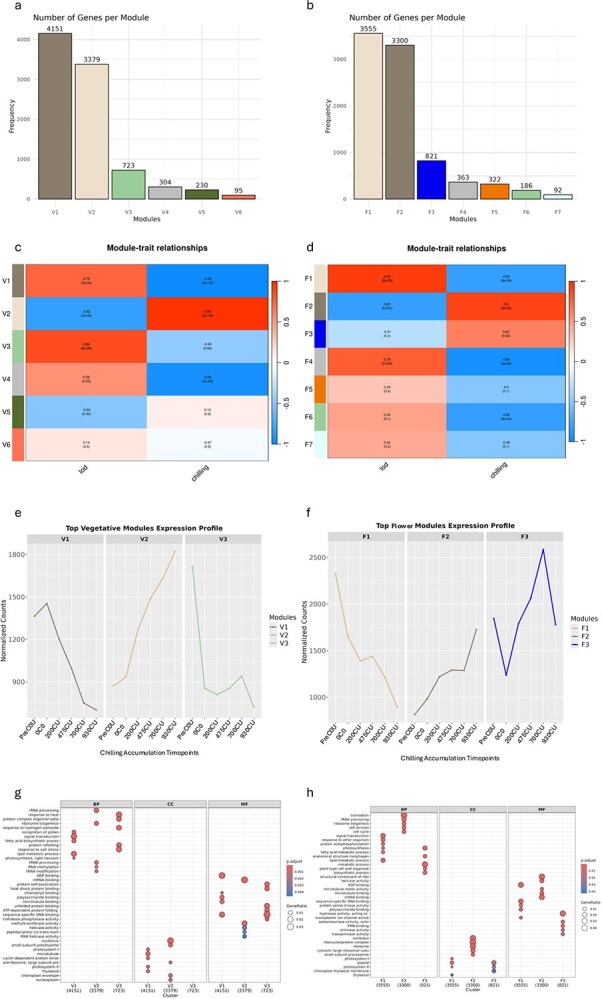
WGCNA in vegetative and flower buds. Panels a, b: the distribution of DEGs in the different correlation modules (V, vegetative buds; F; Flower buds); c, d: Module-environmental cues (Length Of Day, LOD; CU accumulation; CHILLING). e, f: Expression pattern of the co-expressed genes in selected modules. Panels g, h: GO enrichment of the genes in the selected modules.

Correlation analysis between MEs and transcriptome profile (Fig. 4c and e) revealed significant correlations in vegetative buds for three modules (V1, V2, and V3) with LOD and 2 modules (V1 and V2) with CHILLING. Specifically, the expression gene in V1 was positively correlated with LOD (*r* = 0.75, *P* = 3e^−04^) and negatively with CHILLING (*r* = −0.96, *P* = 2e^−10^), conversely, V2 showed an opposite correlation to the environmental cues (*r* = −0.82, *P* = 3e^−05^; *r* = 0.99, *P* = 2e^−16^ for LOD and CHILLING, respectively). 

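All 1627 genes that the supplement lists for V1 were in the count tables. Their first principal component over the 7 collections, from log2 CPM bridged at 475CU and scaled per gene, held 62.3% of their variance. Its Pearson r with length of day was 0.724 (two-sided exact permutation p = 0.0488, n = 7) and Spearman's rho was 0.964 (exact permutation p = 0.00278, n = 7). With chilling, r was -0.982 (exact permutation p = 7.94e-04, n = 7) and rho was -0.982 (exact permutation p = 0.00159, n = 7). Bridging makes both 475CU collections equal, so these are not 7 independent values. With both taken as 1 collection, an alternative chosen after seeing the data, r was 0.735 for length of day (exact permutation p = 0.0694, n = 6) and -0.983 for chilling (exact permutation p = 0.00278, n = 6). There r with length of day is not past 0.05, while rho was 0.943 (exact permutation p = 0.0167, n = 6). After adjustment for these 2 relations the exact p of r over 7 collections was 0.0488 for length of day and 0.00159 for chilling. Without the 2 collections farthest from the median, r was 0.785 for length of day (exact permutation p = 0.0667, n = 5) and -0.981 for chilling (exact permutation p = 0.0167, n = 5). For length of day, rho was 0.975 there (exact permutation p = 0.0333, n = 5). With the mean of the scaled genes as the profile, r with length of day was 0.705 (exact permutation p = 0.0667, n = 7) and rho was 0.955 (exact permutation p = 0.00317, n = 7). Within the 4 collections of year B, r was 0.877 for length of day (exact permutation p = 0.167, n = 4) and -0.990 for chilling (exact permutation p = 0.0417, n = 4, the smallest p that 4 collections can give). The 3 collections of year A are too few for a test. Over the 7 collections, length of day and chilling were themselves correlated (r = -0.783). The permutations treat the collections as exchangeable, although they follow one another through the season. A small p therefore does not separate a relation to a cue from any other steady change through winter. The V1 list was drawn up by the paper from these same buds. The paper reports correlations of V1 with both cues, of opposite sign.

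**Figure D3:**
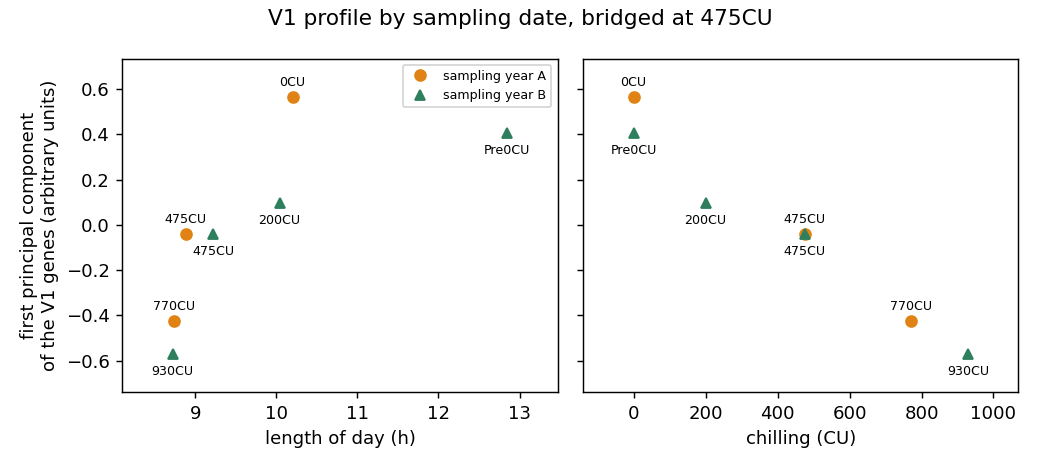
First principal component of the V1 genes (arbitrary units) in each of the 7 vegetative bud collections against length of day (hours) and chilling (CU), with colours and symbols for the sampling years. The profile falls with chilling, with r = -0.982. Bridging makes both 475CU collections equal.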

For V3, a positive correlation (*r* = 0.86, *P* = 6e^−06^) was found only for LOD, suggesting a distinct regulatory identity. For flower buds (Fig. 5D and F), the analysis highlighted that a ME (F1) and two MEs (F1 and F2) were significantly correlated to LOD and CHILLING, respectively **(**Fig. 4d). F1 was positively correlated with LOD (*r* = 0.94, *P* = 5e^−06^) and negatively with CHILLING (*r* = −0.83, *P* = 8e^−04^), while F2 was positively correlated with CHILLING (*r* = −0.9, *P* = 8e^−05^). Interestingly, considering the number of genes in each significant ME in the two bud types, the environmental cues differently impacted gene expression (e.g., LOD in vegetative buds and CHILLING in flower buds). In flower buds, more than 3000 genes (F2) are regulated only by CHILLING. Although the F3 module contained 821 DEGs, no significant correlation with environmental cues was observed (Fig. 4d). GO functional analysis (Fig. 5g and h) highlighted active transcriptional programs in both vegetative and flower buds, with common enrichment in categories such as photosynthesis, signal transduction, and stress response. In flower buds, the enrichment in defense-related processes and ribosomal structural components suggests a high biosynthetic activity consistent with flower differentiation. ADP binding and chlorophyll binding were shared between both bud types, possibly reflecting metabolic continuity or plastid-mediated signaling. Vegetative buds showed specific enrichment in helicase activity, indicative of ongoing chromatin or RNA remodeling, while flower buds were enriched in DNA-binding and kinase activity, in line with transcriptional reprogramming and organ identity regulation.

**Figure 5:**
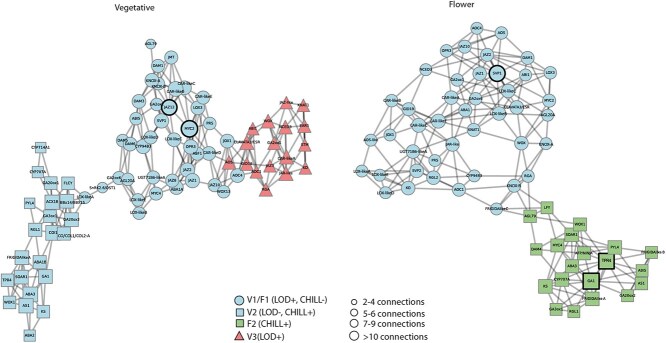
Co-expression networks of hormone- and meristem-related genes in vegetative (V) and flower (F) buds. Weighted gene co-expression networks were constructed using genes from WGCNA modules significantly associated with environmental cues during the winter period. The left panel represents the network for vegetative buds, including modules V1, V2, and V3), while the right panel shows the floral bud network, comprising modules F1 and F2. Each node corresponds to a gene, and edges represent strong pairwise correlations (Pearson’s *r* ≥ 0.75). Only the top five most correlated genes were retained for each node to improve network readability. Node shape identifies the module to which each gene belongs as indicated in the legend (circles, squares, and triangles). Gene modules differ in their regulatory association with environmental factors: modules V1 and F1 are positively correlated with photoperiod (LOD) and negatively with chilling (mixed regulation); module V2 is negatively correlated with LOD and positively with chilling (also mixed); module F2 is regulated by chilling only (positive correlation); and module V3 is associated exclusively with LOD (positive correlation). Node size is proportional to the number of edges (2–4, 5–6, 7–9, or ≥10), indicating the degree of co-expression; nodes with a bold outline represent genes with ten or more connections.

To investigate the transcriptional coordination of hormone- and meristem-related genes in response to environmental cues, we reconstructed co-expression networks from selected WGCNA modules significantly correlated with CHILLING and LOD in flower and vegetative buds (Fig. 5). The networks were restricted to DEGs functionally annotated as hormone-related (ABA, GA, JA) or involved in meristem identity and maintenance (see Tables S2 and S3), excluding hubs identified purely through topological ranking. This targeted strategy avoids centrality-driven bias and provides a biologically informed map of regulatory integration across bud types.

In vegetative buds, the network revealed three discrete clusters corresponding to modules V1, V2, and V3. The V1 module formed a most connected core including key meristem regulators (WOX13 and KNOX), GA catabolism (GA2ox and GA2ox6) and their negative regulators (RGL2), and key JA signaling components (MYC2 and JAZs), suggesting that this module may act as a day length-responsive network that buffers vegetative identity and restrains premature growth during winter. 

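A co-expression network was built by the rules in the legend of Fig. 5 from 88 genes. These were the hormone and meristem genes that Tables S1 and S2 list for vegetative buds, *DAM1* to *DAM6* and both *SVP* genes. Module membership beyond V1 was not available, so the network was not split into modules. With bridged log2 CPM of the 21 vegetative bud libraries it held 202 edges, and a gene had a median of 5 partners. A minimum r of 0.85 in place of 0.75, the alternative that moved it most, left 108 edges. The gene with most partners was *OPR3* (PRUPE_3G039200) with 13. *JAZ1* (PRUPE_7G194800) had 11, *MYC2* (PRUPE_5G035400) 9, *GA2ox6* (PRUPE_1G111900) 6 and *WOX13* (PRUPE_7G183300) 5 partners. *KNOX-B* (PRUPE_5G171100) had 5 partners and *KNOX-A* (PRUPE_3G212100) had 1. From this core the paper proposes that V1 acts as a network that responds to day length.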

Notably, DAM1 was embedded within this cluster but did not emerge as a central hub (Table S5). 

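In the network of vegetative bud genes, *DAM1* (PRUPE_1G531100) had 8 partners and shared rank 11 of the 88 genes. *DAM5* and *DAM6* had 4 partners each, *SVP1* had 5, and *DAM2* and *SVP2* had 0. Over the 7 collections *DAM1* and *MYC2* were correlated with r = 0.928 (exact permutation p = 0.00476, adjusted p = 0.0179 over 15 gene pairs, n = 7) and rho = 0.818 (exact permutation p = 0.0278, n = 7). Without the 2 collections farthest from the median, r was 0.929. With both 475CU collections taken as 1, since bridging makes them equal (chosen after seeing the data), r was 0.928 (exact permutation p = 0.0111, adjusted p = 0.0417, n = 6). Across single libraries, r was 0.930 within year A and 0.958 within year B. Over all 21 libraries it was 0.886 after bridging but 0.102 without removal of the difference between years. That difference was large for *DAM1*, with a log2 difference of -5.87 at 475CU, so its links rest on the bridge. No edge of the network joined *DAM1* and *MYC2*. For this and the other gene pairs, the permutations treat collections of a season as exchangeable. Genes that each change steadily through winter can thus give a small p without a specific link.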

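Among the genes the paper places in V2, *ACX1B* (PRUPE_7G200800) had 8 partners in the network of vegetative bud genes, *COI1* (PRUPE_2G246000) 5, *KS* (PRUPE_4G128500) 4 and *FLCY* (PRUPE_4G274700) 1. *GA20ox2* (PRUPE_2G286800) had 5 and *GA20ox1* (PRUPE_2G150700) had 0. Over the 7 collections, *KS* and *COI1* had r = 0.834 (exact permutation p = 0.0123, adjusted p = 0.0289, n = 7) and rho = 0.964 (exact permutation p = 0.00238, n = 7). Without the 2 collections farthest from the median r was 0.400. Across single libraries it was 0.883 within year A and 0.425 within year B. With the 475CU collections, made equal by bridging, taken as 1 (chosen after seeing the data), r was 0.832 (exact permutation p = 0.0347, adjusted p = 0.0703, n = 6). *ACX1B* and *COI1* were negatively correlated, with r = -0.902 (exact permutation p = 0.00119, adjusted p = 0.00893, n = 7) and rho = -0.891 (exact permutation p = 0.00992, n = 7). Their r was -0.983 without the 2 farthest collections and -0.906 (exact permutation p = 0.00278, adjusted p = 0.0208, n = 6) with 475CU taken as 1. Within the libraries of year A it was -0.926, and within those of year B -0.877.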

The V2 cluster, under opposing environmental regulation, showed lower overall connectivity, with ABA signaling repression (FLCY), JA (ACX1B and COI1), and GA (GA20ox and KS) biosynthesis and signaling. 

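The meristem genes *STM* (PRUPE_4G015200) and *KNAT1* (PRUPE_1G416700) fell together from Pre0CU to 200CU in vegetative buds, with log2 fold changes of -2.62 (standard error 0.13, adjusted p = 6.69e-12) and -2.34 (standard error 0.13, adjusted p = 3.99e-11) by edgeR. From 200CU to 475CU both rose, by log2 fold changes of 1.55 and 0.82. Over the 7 collections they had r = 0.898 (exact permutation p = 0.00714, adjusted p = 0.0214, n = 7) and rho = 0.782 (exact permutation p = 0.0452, n = 7), and r was 0.692 without the 2 collections farthest from the median. With the 475CU collections, equal after bridging, taken as 1 (chosen after seeing the data), r was 0.906 (exact permutation p = 0.0139, adjusted p = 0.0417, n = 6). There rho was 0.829 (exact permutation p = 0.0583, n = 6), which is not past 0.05. Within the libraries of year A r was 0.919, and within year B 0.919. *CLAVATA3/ESR* (PRUPE_8G204100) fell from Pre0CU to 930CU with a log2 fold change of -1.86 (standard error 0.11, adjusted p = 3.32e-11). With *STM* it had r = 0.341 (exact permutation p = 0.434, adjusted p = 0.434, n = 7) and rho = -0.164 (exact permutation p = 0.721, n = 7), and no edge joined them. Their r was -0.764 within the libraries of year A and 0.403 within those of year B.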

V3, regulated exclusively by LOD, contained meristem genes such as *STM, KNAT1,* and *CLAVATA3/ESR*, highlighting a coherent transcriptional program distinct from the mixed-regulation modules.

The flower bud network included modules F1 and F2. F1 reproduced the vegetative core with high modularity and integration of hormonal signaling pathways. A key feature of this module was the emergence of SVP1 as a prominent connected hub (connected degree ≥10, Table S6), reinforcing its role as a central integrator in flower bud development. SVP2 was present but less connected. The F2 cluster, exclusively responsive to CHILLING, included most flower meristem genes (*FRIGIDA-like, LFY, AGL79*) and displayed low overall connectivity, suggesting a specialized yet decentralized module. *GA1* and *TPR4*, encoding an ent-copalyl diphosphate synthase involved in GA biosynthesis [25] and a member of the TOPLESS family of corepressors [26], respectively, showed the highest connectivity, indicating their potential role in modulating cold-induced flower differentiation. Overall, these data suggest that jasmonate signaling is prominently embedded in LOD-responsive vegetative modules, while ABA and GA pathways contribute to both shared and organ-specific programs. DAM genes, although environmentally responsive, do not play central roles in co-expression networks.

### BiFC assay identifies interactions among SVP and DAM genes

Although SVP and DAM genes did not emerge as central regulators within the co-expression networks—particularly in flower buds—their roles in dormancy and developmental transitions prompted us to investigate their potential interactions with other developmental regulators in vegetative buds. We performed a BiFC assay on *N. benthamiana* leaves to test for physical interactions between SVP1 and a set of 11 candidate target genes, previously identified in Arabidopsis SVP interactomes and found among the DEGs in vegetative buds (Table S7).

Of the 11 targets SVP1 was found to interact with 3 which were all DAM namely DAMs 3, 5, and 6. The positive and negative controls were chosen based on the literature on related species. The DAM5-DAM6 pair was confirmed as positive interaction, while DAM6-DAM3 did not seem to interact. The SVP1 protein was found to interact with all the three DAM (3, 5, 6) proteins. To further validate and document the interaction pattern, we expanded the assay to include the full set of candidate gene pairs. As shown in Fig. S5, nuclear YFP fluorescence (indicative of a positive interaction) was observed only for SVP1 interactions with DAM3, DAM5, and DAM6. No fluorescence signal was detected for SVP co-expressed with the other candidate regulators (PILS7, CIB8, PIF8, AP2-2, ERF1, ERF2, and AUX/IAA rep), confirming the specificity of SVP1–DAM interactions in this context. RFP signal is used as positive control of *N. benthamiana* infiltration.

To better understand the selective interaction between DAMs and SVP1, docking studies were conducted using the Z-DOCK online platform. Individual protein structures predicted using the Alphafold2 software with high confidence scores were selected and used to conduct pairwise and multimeric docking studies. While there was the presence of some false positives, most of the results coincided with the findings from the BiFC assay (Fig. 6a).

**Figure 6:**
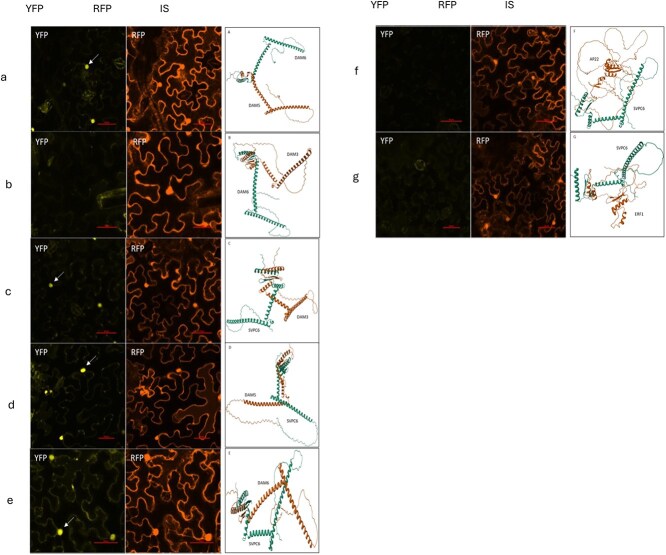
Each panel displays the YFP and RFP channels from the confocal microscope as well as the in-silico modeling of the protein-pair interaction (IS). The RFP signal represents the internal control for transformation. Nuclear fluorescence highlighted with an arrow in the YFP channel denotes a positive interaction. a and b represent the positive (DAM5-DAM6) and negative (DAM6-DAM3) controls. Panels c, d, and e represent the positive interactions between SVP-DAM3, SVP-DAM5, and SVP-DAM6, respectively, while panels f—AP22 and g—ERF1 did not show interactions with SVP1.

Together, the BiFC assay and protein–protein docking analysis confirmed a selective physical interaction between SVP and members of the DAM subfamily, with no detectable interactions involving other candidate regulators tested.

### DAM/SVP gene regulatory networks in flower and vegetative buds

Three distinct gene regulatory networks (GRNs) were reconstructed to identify DAM/SVP transcriptional targets in peach buds: one specific to flower buds, one to vegetative buds, and one comprising shared targets. Networks were inferred using the GENIE3 algorithm and integrated with WGCNA module assignments and BiFC-based interaction validation. To define high-confidence regulatory targets, we applied a filtering step based on the distribution of GENIE3 importance scores. Empirical thresholds were set at 0.30 for flower buds, 0.36 for vegetative buds, and 0.27 for shared targets, in agreement with dataset-specific distributions and literature-supported cutoffs for biologically meaningful interactions [27]. All selected targets, along with their regulatory scores, are listed in Tables S8–S10, and the distribution of importance values is shown in Fig. S6. Because targeted analyses (Figs 2 and 5) were restricted to hormone- and meristem-related gene subsets, a limited overlap with GRN-derived targets was expected, allowing the identification of additional regulatory components beyond the original selection scope.

The shared GRN (Fig. 7) comprises 309 target genes regulated by DAM and SVP-like transcription factors in both flower and vegetative buds. Although these regulators are expressed in both bud types, more than 85% of the shared targets (265 out of 309) are regulated by different combinations of transcription factors, indicating that transcriptional control is largely bud-specific despite overlapping target identity. In vegetative buds, regulation predominantly involves DAM5 and DAM6 homodimers, as supported by BiFC assays (Fig. 6), whereas in flower buds, DAM–SVP heterodimers are more frequently predicted. Among these targets, 93 genes are annotated with GO terms related to environmental response—namely response to hormone, response to stress, and response to abiotic stimulus—and are visualized in the network. Several ABA-related genes within this subset—such as *NCED3* (9-cis-epoxycarotenoid dioxygenase) and *PYL4*—were previously noted for their differential expression (Fig. 2a) and are now identified as predicted DAM/SVP targets. Although these genes are included in the WGCNA co-expression modules (Fig. 5), they are not connected to DAM/SVP regulators within the co-expression network, suggesting a regulatory relationship not mediated by co-expression. In contrast, other targets were identified exclusively through GRN inference, such as *GASA1* (*PRUPE_1G341800*), *GASA6* (*PRUPE_1G341900*), and *CLF* (PRUPE_7G130900). *GASA1* and *GASA6* belong to a family of gibberellin- and ABA-responsive genes previously shown to be expressed in dormant buds of pear (*Pyrus pyrifolia*) and implicated in the hormonal regulation of mixed bud dormancy release [28]. *PRUPE_7G130900* encodes a Polycomb-group gene homologous to Arabidopsis CLF, a key epigenetic regulator of flowering [29]. GRN analysis revealed that these genes are subject to distinct regulatory inputs in flower and vegetative buds: GASA1 and GASA6 are predominantly targeted by DAM5 and DAM6 homodimers in vegetative buds, whereas in flower buds they are regulated by DAM–SVP heterodimers. Similarly, *PRUPE_7G130900* is targeted by different DAM/SVP combinations depending on the bud type. This bud-specific regulatory pattern supports the hypothesis that these genes contribute to divergent developmental trajectories in flower and vegetative meristems.

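In a random forest with *DAM1* to *DAM6* and both *SVP* genes as regulators, fitted to bridged log2 CPM of the 21 vegetative bud libraries, the largest weight for *GASA1* (PRUPE_1G341800) was that of *DAM6* with a weight of 0.271. For *GASA6* (PRUPE_1G341900) it was *DAM1* with a weight of 0.262, and for *CLF* (PRUPE_7G130900) it was *DAM5* with a weight of 0.273. Weights are the share of each regulator in the importance summed over the 8 regulators. In vegetative buds of year B, *GASA1* had 3.68 ± 0.224 CPM at Pre0CU and 3.52 ± 0.215 at 930CU (SD, n = 3 libraries). At the same time points *GASA6* had 1.12 ± 0.161 and 1.29 ± 0.105 CPM, and *CLF* had 23.1 ± 1.03 and 25.4 ± 2.20 CPM. In year A, counts at 0CU and 770CU were 1.95 ± 0.335 and 0.959 ± 0.0977 CPM for *GASA1*, 0.527 ± 0.530 and 0.0601 ± 0.0299 for *GASA6*, and 19.0 ± 0.542 and 12.4 ± 0.331 for *CLF*, so all 3 were lower at 770CU. The forest treats each regulator alone, so combinations of proteins such as homodimers and heterodimers are not part of the weights. Flower buds with 2 time points were not fitted.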

A distinct regulatory architecture was predicted for flower buds (Fig. S7), comprising 618 candidate targets, 103 of which are annotated with GO terms. Among the 103 visualized targets, many were annotated with multiple categories. The most frequent annotations corresponded to developmental process (96 genes) and multicellular organism development (87 genes), indicating that the flower GRN captures a regulatory framework linked to reproductive fate and meristem identity. Notably, 97 of these targets were identified exclusively through the GRN approach, highlighting its added value in uncovering transcriptional components potentially missed by expression- or pathway-driven filters.

A closer inspection revealed that flower-specific targets are primarily regulated by DAM4 homodimers and SVP1/2, often in combination. *SEP1* and *SPL9* (*PRUPE_1G290500*, *PRUPE_6G256300*), both assigned to module F2 (chilling-responsive), were predicted to be regulated by DAM4 homodimers. 

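In flower buds *SEP1* (PRUPE_1G290500) rose from 6.67 ± 0.515 CPM at Pre0CU to 11.7 ± 0.0350 at 930CU (mean ± SD, n = 2), a log2 fold change of 0.81 (standard error 0.21, adjusted p = 0.00491) in edgeR's test. It was lower in vegetative buds, with a log2 fold change of vegetative over flower buds of -1.92 at Pre0CU and -3.13 at 930CU. The log2 fold change of *SPL9* (PRUPE_6G256300) from Pre0CU to 930CU in flower buds was 0.79 (standard error 0.08, adjusted p = 1.40e-06), from 81.5 ± 6.31 to 141 ± 0.900 CPM. In vegetative buds of the same fit it was 0.90 (standard error 0.07, adjusted p = 5.01e-08). The interaction of bud type and time was 0.11 (adjusted p = 0.434), so the rise of *SPL9* was not confined to flower buds. With flower bud libraries at 2 time points, weights of *DAM4* for these genes could not be computed.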

*SEP1* encodes a class E MADS-box factor, while SPL9 mediates the flower transition [30]. The nucleolar gene *YAO* (*PRUPE_4G089600*), assigned to the category multicellular organism development, was also identified as a target of SVP-like homodimers consistent with its role in early microgametogenesis, as previously demonstrated in Arabidopsis [31].

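For the vegetative bud network, random forests of 500 trees were fitted to each of the 15210 DEGs, with 8 regulators and one weight per regulator. A weight above 0.360 was reached by 265 genes. With all 8 regulators tried at each split, the alternative that moved it most, 8585 genes reached it. With the regulators shuffled over the libraries, a median of 0.100% (range 0 to 3.20%) of 1000 drawn genes passed the weight in 20 shuffles, against 2.30% with the regulators in place. Such shuffles break up replicates and time points, while the drawn genes all change over time. They cannot tell a relation to these regulators from a shared time course. The forests, with the number of trees that the paper states, stand in for GENIE3, which was not run. Their input was the vegetative bud libraries alone, while the paper merged the data of both bud types. The overlap with flower bud targets was not removed.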

The GRN specific to vegetative buds (Fig. S8) revealed 838 candidate targets, 142 of which are annotated with GO categories. As many targets are associated with more than one GO term, we focused on the most frequent functional classes, which included developmental process (142 genes), plant organ development, and post-embryonic development. Together, these categories reflect regulatory activity linked to meristem identity, organ patterning, and dormancy transitions. As observed for flower buds, most vegetative-specific targets (134 out of 142) were identified through GRN analysis. Importantly, vegetative-specific targets are predominantly regulated by DAM5 and DAM6 homodimers. 

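Of all 15210 vegetative bud DEGs, *DAM6* had the largest weight for 15.7% and *DAM5* for 5.61%, a sum of 21.3%. *DAM1* had the largest weight for 28.1% and *DAM4* for 18.0%. Among the genes above the weight threshold, *DAM4* was the top regulator of 136, *DAM1* of 43, *DAM6* of 11 and *DAM5* of 5. This ranking changed with the setting. *DAM1* led with the mean of each year subtracted (82 genes, against 62 for *DAM4*) and with all 8 regulators tried at each split (2410 against 2149), and *DAM6* led without removal of the difference between years (243 of 439). Across the alternatives, the share of *DAM5* and *DAM6* together was furthest from this value when all 8 regulators were tried at each split, at 17.0%. The bridged log2 CPM of *DAM5* and *DAM6* were correlated over the 7 collections, with r = 0.961 (exact permutation p = 0.00238, adjusted p = 0.0119, n = 7) and rho = 0.855 (exact permutation p = 0.0175, n = 7). With the 475CU collections, which bridging makes equal, taken as 1 (chosen after seeing the data), r was 0.961 (exact permutation p = 0.00833, adjusted p = 0.0417, n = 6). A forest can divide the weight between regulators that vary together. From its network, the paper states that *DAM5* and *DAM6* homodimers regulate most vegetative-specific targets.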

We focused on representative genes involved in vegetative identity and polarity control. *KANADI1* (*PRUPE_5G223700*), assigned to module V3, was identified as a putative target of DAM6 homodimers. 

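The counts of *KANADI1* (PRUPE_5G223700) in vegetative buds of year B were 1.17 ± 0.290 CPM at Pre0CU, 1.38 ± 0.149 at 200CU and 1.06 ± 0.234 at 930CU (SD, n = 3 libraries). At 475CU it had 0.0131 ± 0.0228 CPM in year A and 1.33 ± 0.330 in year B. It was not among the DEGs of the time course and received no weights.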

In Arabidopsis, KAN1 contributes to abaxial identity and meristem boundary maintenance [32]. Interestingly, the vegetative GRN includes an epigenetic regulator, EMF1, a Polycomb-associated protein known to repress the flower program [33], as a candidate target within this module.

## Discussion

Our findings indicate that peach vegetative buds, similarly to flower buds, slowly continue their development during winter. Histological observations revealed a gradual increase in the meristematic region within these buds, supporting the idea of vegetative buds as condensed, telescopic forms of branched structures and that their winter progression involves active morphogenesis rather than passive tissue swelling or metabolic priming. In Rosaceae, similar cytological observations on bud development were recently reported on apple terminal buds exposed to forcing conditions, from pre-chilling to before bud break [9].

### Hormonal integration: Interpreting ABA/GA balance in divergent contexts

To our knowledge, this is the first report about vegetative hormone content and transcriptome characterization in *Prunus persica* vegetative buds. Although ABA and GA₄ levels remain similar in both flower and vegetative buds during CU accumulation (Fig. 1c; [12]), their transcriptional outputs diverge substantially, indicating that bud fate is shaped not by hormone content alone, but by how hormonal signals are interpreted in different developmental contexts. In vegetative buds, ABA signaling appears transcriptionally active and stable. Genes involved in ABA perception and signaling—such as *PYL2*, *AREB1/ABF2*, and a CAR-like receptor (*PRUPE_3G162700*)—show consistent vegetative-biased expression (Fig. 2a), in line with ABA’s well-established role in restricting premature outgrowth [34]. Notably, the expression of *FLCY*, a farnesylcysteine lyase, is also upregulated in vegetative buds. This enzyme degrades farnesylcysteine, a known inhibitor of protein prenylation involved in ABA signaling [35]. In *Arabidopsis*, overexpression of *FLCY* confers ABA hypersensitivity, suggesting a buffering mechanism that modulates ABA responsiveness. *FLCY* is co-expressed with meristem regulators such as WOX13 STM genes in *Prunus* [36]. GA-related genes displayed a balanced expression profile: the biosynthetic gene *GA20ox1*, the catabolic gene *GA2ox6*, and the DELLA repressor *RGA* were all moderately and stably expressed (Fig. 2b). Rather than indicating shutdown of the GA pathway, this suggests a finely tuned equilibrium between biosynthesis, deactivation, and signal repression—maintaining the meristem in a growth-competent yet restrained state.

In flower buds, ABA-related genes such as *PYL4* and *ABI5* were co-expressed with flower meristem identity regulators including *LFY*, *AGL20B*, and *AGL79* (Fig. 3, [37]), suggesting a role for ABA in fine-tuning the timing of flower differentiation rather than repressing it. Although in Arabidopsis *ABI5* is classically associated with flowering inhibition, its activity may be modulated by repressors such as *ABI2*, facilitating flower transition through hormonal feedback loops [38].

Consistent with this interpretation, ABA and GA pathway genes in vegetative buds displayed remarkably stable expression between 200 and 475CU. Genes such as *PYL2*, *AREB1/ABF2*, *GA2ox6*, *GA20ox1*, and *RGA* maintained consistent levels across this phase (Table S1). This transcriptional plateau parallels the global expression pattern (Fig. S3A), suggesting a buffered regulatory state: while not inactive, the buds are maintained in a poised configuration where growth programs are preserved but not yet reactivated. 

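From 200CU to 475CU of year B, none of these 5 genes was called in vegetative buds in the edgeR fit of all vegetative libraries. The log2 fold change was -0.34 (standard error 0.14, adjusted p = 0.136) for *PYL2* (PRUPE_1G413500) and 0.05 (standard error 0.10, adjusted p = 0.840) for *AREB1/ABF2* (PRUPE_1G434500). For *GA2ox6* (PRUPE_1G111900) it was -0.48 (standard error 0.13, adjusted p = 0.0218), an FDR below 0.05 with a fold change just below the threshold. It was called with DESeq2 (-0.49), RLE size factors (-0.49), a minimum of 10 counts in every library (-0.49) and the libraries of year B alone (-0.49). For *GA20ox1* (PRUPE_2G150700) it was 0.24 (standard error 0.13, adjusted p = 0.299) and for *RGA* (PRUPE_1G329600) it was 0.05 (standard error 0.06, adjusted p = 0.729). The counts of *RGA* were 43.8 ± 2.14 CPM at 200CU and 45.3 ± 1.12 at 475CU (SD, n = 3 libraries), and those of *GA2ox6* were 123 ± 9.48 and 88.3 ± 1.94 CPM.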

A similar stability in ABA biosynthetic (*NCED*) and catabolic (*CYP707A*) gene expression was reported in peach by Wang *et al*. [39]**,** who interpreted it as part of an ABA-dependent mechanism maintaining dormancy. However, our data point to a more flexible scenario in which ABA signaling constrains visible growth but coexists with meristematic activity—reflecting a modulatory, rather than strictly repressive, role in both bud types.

### Jasmonate signaling and environmental integration via WGCNA modules

Photoperiod reduction and temperature decline have long been recognized as key environmental conditions promoting the onset of bud dormancy in perennial species [1].

In vegetative buds, the co-expression network reveals a robust integration of JA-related genes within the LOD-responsive module V1. 

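In vegetative buds *MYC2* and *JAZ1* followed each other over the 7 collections with r = 0.992 (exact permutation p = 7.94e-04, adjusted p = 0.00893 over 15 gene pairs, n = 7) and rho = 0.964 (exact permutation p = 0.00238, n = 7). Without the 2 collections farthest from the median r was 1.000, and within the libraries of year A and year B it was 0.959 and 0.957. For *MYC2* and *WOX13*, r was 0.781 (exact permutation p = 0.0135, adjusted p = 0.0289, n = 7) and rho was 0.527 (exact permutation p = 0.236, n = 7). Without the 2 farthest collections it was 0.275, while within the libraries of year A and year B it was 0.809 and 0.766. For *MYC2* and *KNOX-B*, r was 0.777 (exact permutation p = 0.0262, adjusted p = 0.0437, n = 7) and rho was 0.673 (exact permutation p = 0.0988, n = 7), and r was 0.293 without the 2 farthest, 0.936 within year A and 0.749 within year B. For *MYC2* and *KNOX-A*, r was 0.515 (exact permutation p = 0.243, adjusted p = 0.280, n = 7) and rho was 0.382 (exact permutation p = 0.402, n = 7), and r was -0.697 without the 2 farthest, 0.863 within year A and 0.231 within year B. In the network, an edge joined *MYC2* to *JAZ1* but not to *WOX13*, *KNOX-A* or *KNOX-B*. An edge to *WOX13* was present with the mean of each year subtracted, and one to *KNOX-B* without removal of the difference between years. Bridging makes both 475CU collections equal. With these taken as 1, an alternative chosen after seeing the data, r with *MYC2* was 0.992 (exact permutation p = 0.00278, adjusted p = 0.0208, n = 6) for *JAZ1*, 0.777 (exact permutation p = 0.0361, adjusted p = 0.0703, n = 6) for *WOX13*, 0.774 (exact permutation p = 0.0528, adjusted p = 0.0880, n = 6) for *KNOX-B* and 0.509 (exact permutation p = 0.329, adjusted p = 0.380, n = 6) for *KNOX-A*, so only *JAZ1* stayed below an adjusted p of 0.05. These p-values do not separate a specific link from a shared change through winter, since the permutations ignore the order of the collections.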

Key components such as *MYC2* and several *JAZ* repressors are tightly co-expressed with meristem regulators including *WOX13* and *KNOX-like* genes, forming a coherent module likely involved in buffering vegetative identity during winter. This configuration aligns with the known role of MYC2 in restricting meristem activity and enhancing stress resilience under cold and photoperiodic cues [40, 41].

However, this apparent repression does not correspond to meristem arrest. The enrichment of *GA20ox* and *COI1* in V2 suggests that buds retain the ability to perceive and modulate GA and JA signaling inputs, potentially enabling a progressive reactivation phase. Meanwhile, the presence of *STM, KNAT1, and CLAVATA3/ESR* in V3 underscores the persistence of a core meristematic framework, even in the absence of visible growth.

In flower buds, the F1 module mirrors the vegetative core but with *SVP1* assuming a highly connected hub role, as previously reported in *Prunus mume* [42] and *Malus domestica* [43]. Within module F2, *TPR4* emerges as a key node alongside *GA1*, whereas in vegetative buds it is only marginally connected. Nonetheless, its interactions with *GA1*, S*OAR1*, and *ABA3* are conserved across both networks, suggesting a shared role in modulating hormone-related transcriptional responses. In flower buds, however, *TPR4* [26] expands its connectivity to include JA-related repressors such as *NINJA* and *MYC4* indicating an organ-specific recruitment into the JA signaling module [44]. This configuration reflects a poised transcriptional state—active but restrained—consistent with a dynamic balance between inhibitory and permissive signals, integrating hormonal cues such as ABA, GA, and JA in a stage-specific manner [45].

Three *FRIGIDA-like* genes [46] are present in WGCNA networks (Fig. 5) and although all show floral-specific expression patterns (Fig. 2d), one of them belongs to the V2 module. These results point towards a possible diversification of FRIGIDA-like role during bud growth, and it would be interesting to determine whether and how they are involved in regulating chromatin dynamics at specific target loci during winter development in vegetative and flower buds.

Across both networks, DAM genes remain topologically marginal, reinforcing the notion that their regulatory activity is not mediated through direct co-expression with hormone- and meristem-related targets. Thus, while *DAM5* and *DAM6* are responsive to chilling and included within relevant modules (Tables S3 and S4), their peripheral position within the co-expression graphs suggests that WGCNA cannot capture their role in winter development.

**Figure 7:**
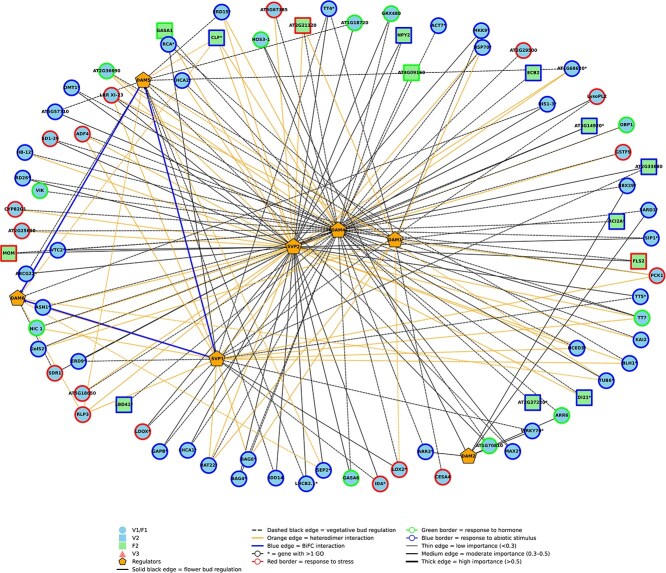
Shared Gene regulatory network (GRN) comprising predicted targets for DAM and SVP-like transcription factors in peach buds. Nodes represent target genes (circles, squares, triangles) or transcriptional regulators (pentagons). Node shapes indicates WGCNA module membership: circles (F1 and V1), squares (V2), squares (F2), and triangles (V3). Node borders denote Gene Ontology (GO) categories, as labeled in the legend:response to abiotic stimulus, response to stress, and response to hormone. Asterisks (*) indicate genes annotated in multiple GO categories. Only targets with significant GO annotation are shown.. Edges represent regulatory interactions inferred by GENIE3: solid edges flower-specific regulation, dashed edges indicate vegetative-specific regulation. Additional edges types represent distinct interaction modes defined in the legend; including heterodimer-based regulation, and BiFC-validated physical interactions. Edge thickness reflects GENIE3 importance scores: thin (<0.3, weak), medium (0.3–0.5, moderate), thick (>0.5, strong). Full interaction data and GO assignments are provided in Table S8.

### GRNs differentiate regulatory logic: DAM/SVP complexes orchestrate divergent outcomes

Quesada-Traver *et al*. [47], propose that DAM activity adjusts developmental progression in a tissue-specific manner, modulating meristem behavior in response to cold rather than enforcing a uniform dormant state. Our GRN analysis reinforces this view by showing that DAM transcription factors engage distinct sets of targets in flower and vegetative buds, and that even shared targets are regulated via different DAM combinations depending on organ type (Fig. 7, Figs S7 and S8). For example, *GASA1* and *GASA6* are targeted by DAM5/6 homodimers in vegetative buds but by DAM–SVP heterodimers in flower buds. This illustrates how regulatory context—rather than target identity alone—shapes functional outcomes. The plasticity of these interactions aligns with the known roles of GASA proteins as context-dependent effectors of meristem activity, redox homeostasis, flower transition, and hormone crosstalk [48]. Another interesting example of differentiated regulatory activity concerns PRUPE_7G130900, the putative orthologue of PRC2 catalytic enzyme CURLY LEAF (CLF) responsible for spreading of the repressive mark H3K27me3 in plant chromatin [49], which is targeted by different DAM/SVP combinations in flower and vegetative buds. This observation indicates that in flower and vegetative buds, different pathways might be involved in establishing and propagating repressive chromatin domains in response to endogenous and environmental cues.

In flower buds, DAM4 appears to act in combination with SVP proteins to regulate *SEP1, SPL9,* and *YAO*, all known to function in flower commitment and gametogenesis, respectively [30, 31]. The sustained regulation of these targets after flower meristem specification suggests that DAM/SVP complexes may buffer gene expression, synchronizing developmental progression with chilling accumulation. The presence of SVP2-specific targets such as *YAO* further supports the idea that SVP2, within flower buds, contributes to regulatory refinement downstream of tissue identity. Amongst predicted DAM4-specific targets there is the callose synthase (CSLC5, Fig. S7). Our previous investigations on peach flower buds indicated the upregulation of genes for callose synthesis and increase in callose deposition in flower buds at the beginning of CU accumulation [12]. Callose synthesis and deposition for closing plasmodesmata and isolating the bud from the plants is one of the first responses of hybrid poplar vegetative buds to the signaling cascade that promotes growth arrest at the beginning of dormancy [17]. However, in peach vegetative buds, we did not observe any upregulation of callose synthesis genes, suggesting that callose deposition either occurs before the initial timepoints of our investigation or does not occur. Based on all these results, it can be speculated that callose synthesis might be more related to the differentiation of reproductive tissue than cellular communication. This interpretation is supported by recent spatial and single-cell transcriptomic data in *Prunus mume* [13], which show that callose synthase genes (CALS1, CALS7) are weakly expressed in the central floral domain suggesting active plasmodesmata and unrestricted cell-to-cell communication within floral tissues.

Vegetative buds (Fig. S8) exhibit a broader and less centralized regulatory structure, with DAM5 and DAM6 homodimers as dominant regulators. This view complements previous work showing organ- and tissue-specific roles of DAM6. Zhao *et al*. [15] demonstrated in floral buds that PpDAM6 regulates CR through ABA biosynthesis (PpNCED1) and callose deposition (PpCALS1/2), validated by functional assays. More recently, Zhao *et al*. [13] report that DAM6 expression is spatially restricted to outer tissues of flower buds with putative vegetative-like identity and excluded from the central floral domain. Together with our GRN analysis, these findings highlight DAM6 as a modular and pleiotropic regulator that assembles into distinct complexes depending on bud type and tissue context (e.g., DAM6–SVP or DAM6–NCED1/CALS in floral buds versus DAM6 homodimers in vegetative buds), thereby conferring organ-specific developmental outputs. Notably, only the vegetative GRN includes EMF1, a Polycomb-associated epigenetic repressor of flower programs [33]. This exclusivity suggests that vegetative buds utilize both transcriptional and epigenetic mechanisms to maintain developmental flexibility and prevent premature commitment.

Our findings support a revised model of dormancy in which DAM and SVP proteins act not as rigid repressors but as flexible transcriptional modulators operating within bud-specific regulatory landscapes. To be confirmed and to identify other molecular master regulators involved in cold-induced bud development this model needs further investigations. Although biotechnological functional validation approaches in peach remain technically immature—a robust and reproducible genetic transformation system in this species is still lacking [50] and ChIP experiments for target prediction requires antibodies, unavailable so far, with very high specificity and affinity for the native proteins—our integrative strategy offers the most comprehensive framework currently available.

## Materials and methods

### Weather records

Daily temperature readings were recorded from the Agenzia Regionale per la Prevenzione e Protezione Ambientale del Veneto (ARPAV) online portal (https://www.arpa.veneto.it/dati-ambientali/dati-storici) and maintained for the duration of October 2019 to January 2020 [12] and October 2021 to January 2022. For the same periods, to maintain a record of the length of the day, the daily sunrise and sunset times were obtained from online databases for the Region of Veneto (Fig. S4).

### Sampling of vegetative and flower buds

Vegetative and flower axillary buds from 12-year-old peach trees of the Fantasia (FAN) genotype, grown on the ‘Lucio Toniolo’ experimental farm at the University of Padova were collected in 2019–20 (Year A) and 2021–22 (Year B). To avoid positional variance, only axillary bud triplets were sampled, consisting of a central vegetative bud flanked by two lateral flower buds. Terminal buds were excluded, as they are exclusively vegetative and display distinct chilling and heat requirements compared to axillary buds [21]. Timepoints of collection were determined according to the UTAH model of accumulation of CU, calculated as described by Richardson *et al*. [51]. In both years, at 0, 200, 475, 770CU vegetative and flower buds were collected from three or four tree to form biological replicates. In Year B sampling was extended to include an early stage prior to chill accumulation (pre0CU), defined as the last collection date before the first effective CU were accumulated, plus an additional timepoint (930CU) after the fulfillment of Fantasia CR [52].

Specific calendar dates for each collection are provided in Table 1. The buds were immediately cleaned to remove the external scales, frozen in liquid nitrogen, and stored at −80°C.

### Vegetative bud fixation for cytological observation

Vegetative buds collected during the two sampling periods were fixed in 0.1 M phosphate buffer solution with 4% paraformaldehyde and embedded in paraffin (Paraplast Plus, Sigma-Aldrich) and sectioned at 10 to 12 μm using a microtome (RM2135; Leica, Germany). Sections were mounted on xylene coated glass-slides (Superfrost Plus™, Thermo Fisher Scientific, Germany), stained with 0.1% Toluidine blue after xylene deparaffinization, air-dried and mounted with DPX mounting medium (Honeywell Fluka, USA).

### Vegetative bud hormone quantification

The concentration of IAA, ABA, active GA (GA_1_ and GA_4_), and CKs (DHZ, iP, trans-zeatine tZ), and JA was determined in vegetative buds. 100 mg of frozen and ground vegetative buds were sent for analysis to Service of Hormone Quantification at IBMCP (Instituto de Biología Molecular y Celular de Plantas), Universidad Politécnica de Valencia, following the procedure reported in Methods S1.

### RNA sequencing (RNA-seq) and identification of differentially expressed genes (DEGs)

Total RNA was extracted from vegetative buds collected in Year A and from the vegetative and floral buds collected in Year B. RNA extraction was carried out using RNeasy Plant Mini kits from Qiagen following the manufacturer's instruction, with minor modifications as reported in Canton *et al*. [12]. RNA sequencing was conducted for year A vegetative buds collected at 0, 475, and 770CU and year B vegetative and flower buds collected at Pre0, 200, 475, and 930CU (Table 1).

Library preparation, sequencing, and data pre-processing were performed as reported in Methods S2. Data were normalized using TMM. Further statistical tests were conducted on NOISeq package with the normalized data (Fig. S2). The resulting list was further filtered using the Degust online platform (https://degust.erc.monash.edu/) with default parameters to filter out all genes with an overall fold change (FC) of less than 1.4.

Quantitative Real-Time PCR expression analysis was performed on specific target genes such as, PpeDAM6, PpeDAM5, PpeDAM4, PpeDAM3, PpeSVP, and PpeWDR5 following the protocol described in Canton *et al*. [12].

### Principal component analysis (PCA) of selected genes

Selected genes involved in hormone metabolisms (ABA, GA, JA) and meristem development were analyzed via a principal component analysis (PCA). Genes were firstly classified into flower-biased, vegetative-biased, or balanced categories based on a linear modeling approach, where Condition distinguishes flower vs vegetative buds, and Timepoint accounts for temporal variation. Linear regression models were fitted using the Linear Regression implementation from the scikit-learn library [53]. For details see Methods S3.

### Gene Co-expression network construction, network visualization, and module analysis

Weighted Gene Correlation Analysis was performed to group the DEGs into clusters based on their expression profile and draw correlations between the DEGs and the prevailing environmental conditions. For WGCNA and network inference, a more stringent filter (FC ≥ 1.5, FDR < 0.01) was applied to enhance module stability, differently from that used for the global DEG dataset (FC > 1.4; FDR < 0.05).The gene correlation networks were constructed with default parameters while providing the environmental conditions in the form of CU accumulation and LOD. Gene co-expression modules were identified using the WGCNA R package [54]. Hierarchical clustering, module assignment, and visualization of eigengenes and module-trait correlations were performed using standard WGCNA functions, including plotDendroAndColors, plotEigengeneNetworks, and labeledHeatmap. Functional profiling of gene clusters was conducted separately for flowerl and vegetative datasets. GO term enrichment was performed on modules V1–V3 (vegetative buds) and F1–F3 (flower buds) using the compareCluster function from the clusterProfiler R package (v4.12.6). Genes were annotated with *Prunus persica* v2 GO terms, and enrichment distributions were visualized comparatively across modules. Gene co-expression networks (GCNs) were independently constructed for vegetative and flower buds using filtered expression matrices restricted to genes assigned to relevant WGCNA modules (V1–V3 and F1–F2, respectively). For each dataset, pairwise Pearson correlations were computed between genes based on normalized expression values. To retain biologically meaningful interactions and reduce network complexity, only the five most highly correlated partners were retained per gene, and correlation values below *r* = 0.75 were discarded. The resulting adjacency matrices were used to generate undirected graphs using the NetworkX Python package. Nodes represent genes and edges correspond to high-confidence co-expression links. Genes not connected to any other were excluded from the network. Node degree was calculated and used as a proxy for centrality. Network visualization was performed using a Kamada-Kawai layout to enhance clarity.

### Gene regulatory network inference and visualization

Gene regulatory networks (GRNs) were inferred using the GENIE3 algorithm implemented in R. The expression matrix was constructed by merging floral and vegetative bud datasets and aligning genes based on their unique *Prunus persica* gene identifier (PRUPE_ID). Genes were then classified into three categories: shared genes, present and expressed in both organs; floral-specific genes, expressed exclusively in floral buds; and vegetative-specific genes, expressed exclusively in vegetative buds.

A curated list of DAMs- and SVP1, and 2 was used to define the set of candidate regulators for network inference. GENIE3 was executed using Random Forest (treeMethod = ‘RF’) with 500 trees per target gene (ntrees = 500). The resulting regulatory importance scores (‘weights’) were filtered to retain only high-confidence TF–target interactions (typically weight > 0.3). To focus on developmentally relevant interactions, target genes were further filtered for significant GO enrichment (adjusted *P* < 0.05). Final networks were reconstructed separately for shared, floral-specific, and vegetative-specific gene sets, allowing comparison of regulatory architectures across bud types. The GRN layout and graphical elements were generated using the NetworkX library (version 2.8.4) for network construction and Matplotlib (version 3.5.3) for rendering. Nodes were styled according to module assignment and GO annotation, while edges were scaled and colored based on GENIE3 regulatory weight, dimer type, and BiFC validation.

### Protein–protein interaction studies and BiFC assay

Candidate genes for interaction with PpeSVP were selected from vegetative bud DEGs based on similar or opposite expression patterns. Arabidopsis orthologs were screened using the ConnecTF platform to identify known interaction partners.

For BiFC analysis, full-length CDSs were amplified with attB-tagged primers and cloned into pDONR221 (ThermoFisher) vectors via BP recombination: SVP, DAM3, and DAM6 into P2P3; other genes into P1P4. Final constructs were assembled into the pBIFCt2in destination vector [55] by LR Clonase reactions (ThermoFisher). Positive (DAM6–DAM5) and negative (DAM3–DAM5) control pairs were included. Gene pairs and vector combinations are listed in Table S11.

BiFC constructs were introduced into Agrobacterium tumefaciens GV3101 and infiltrated into *N. benthamiana* leaves [56]. Fluorescence was assessed by confocal microscopy (YFP: 513 nm; RFP: 588 nm), with imaging support provided by the NO LIMITS advanced imaging facility at the University of Milan.

Predicted 3D structures from AlphaFold2 (Galaxy EU) were used in silico docking via ZDOCK (zdock.umassmed.edu), and interaction models were visualized with Jalview.

## Supplementary Material

Web_Material_uhaf310

## Data Availability

The data that support the findings of this study will be openly available in Gene Expression Omnibus at number GSE298924 for reference RNA-Seq data. Secure token for reviewer access: wjadiggqvfcrpez.

# Supplementary material for: Beyond dormancy: organ-specific gene regulatory networks control winter development in peach buds
**Source:** Hortic Res. 2025 Nov 6;13(2):uhaf310. doi: 10.1093/hr/uhaf310
**Supplement:** Web_Material_uhaf310

**Methods S1** Vegetative bud hormone quantification

The finely ground tissue was suspended in 80% methanol-1% acetic acid containing internal standards and mixed by shaking for one hour at 4°C.The extract was stored at -20°C overnight and then centrifuged, with the supernatant being dried in a vacuum evaporator. The dry residue was dissolved in 1% acetic acid and passed through a reverse phase column (HLB Oasis 30 mg, Waters) as described in (Seo et al. 2011). For CKs, the extracts were additionally passed through an Oasis MCX (cationic exchange) and eluted with 60% methanol-5% NH4OH to obtain the basic fraction containing cytokinins. To recover the acid fraction, the MCX cartridge was eluted with methanol. The final residues were dried and dissolved in 5% acetonitrile-1% acetic acid, and the hormones were separated by UHPLC with a reverse Accucore C18 column (2.6 μm, 100 mm length; Thermo Fisher Scientific) using an acetonitrile gradient containing 0.05% acetic acid at 400 μL/min. For GAs and ABA, the gradient was 2 to 55% acetonitrile over 21 min.The Q-Exactive mass spectrometer (Orbitrap detector; ThermoFisher Scientific) was utilized to analyze the hormones in the extracts. Targeted Selected Ion Monitoring (tSIM) was used with a capillary temperature of 300ºC, S-lens RF level of 70, and a resolution of 70,000. Electrospray ionization was utilized in negative mode for acidic hormones or positive mode for CKs, with a spray voltage of 3.0 kV, heater temperature of 150ºC, sheath gas flow rate of 40 μL/min, and auxiliary gas flow rate of 10 μL/min. The concentrations of the hormones in the extracts were determined using embedded calibration curves and the Xcalibur 4.0 and TraceFinder 4.1 SP1 programs. The internal standards for quantification of each of the different plant hormones were deuterium-labelled hormones, which were purchased from OlChemim Ltd, Olomouc, Czech Republic. Statistical analysis was performed with R software. ANOVA was performed in order to identify the differences between the timepoints (cold effect), then when significant, Tukey test was applied with Bonferroni correction. Differences were considered significant at the p ≤ 0.05 level.

**Methods S2** Library preparation, sequencing and data pre-processing

For the vegetative buds, library preparation and sequencing using the Illumina system was performed by BMR Genomics Srl., Padua. Total RNA-seq was conducted for the vegetative buds collected during Year A for the three timepoints 0, 475 and 770 CU. Three replicates were sequenced for each time-point for both RNA-seq runs in vegetative buds. To maintain uniformity with the previous RNA-seq dataset from flower buds, only two replicates were sequenced for the flower buds in Year B. RNA-seq pre-processing was done on Galaxy Europe cloud bioinformatics portal (usegalaxy.eu). The sequenced reads underwent quality control and pre-processing using fastp v0.20.0 to remove adapter sequences and retain high-quality reads. The minimum read length was 15, with a phred score of 20; unqualified percent limit and complexity threshold were 30%. The filtered reads were mapped using STAR v2.7.0 with default parameters using the peach genome reference Prunus persica NCBIv2.51 (https://www.ncbi.nlm.nih.gov/genome/388?genome_assembly_id=312190). Annotations were made using references from the NCBI repository. To generate separate raw counts matrices from the alignment files for vegetative and flower buds were further elaborated using the Multicovbed bamcov function in bedtools version 2.30.1 with the following parameters: duplicated reads were discarded; only exons mappings were counted.to generate separate raw counts matrices from the alignment files for vegetative and flower buds. Further analysis using the raw counts were done using the R 4.2.1programming language. The multiple datasets for each of the two types of buds were initially merged. The merged datasets were pre-treated with the NOISeq package (Tarazona et al. 2011, 2015) to account for batch effects arising from the different sequencing runs and read biases, using the arsynseq function within the package with default parameters.

References

Tarazona S, García-Alcalde F, Dopazo J, Ferrer A. et al. Differential expression in RNA-seq: a matter of depth. *Genome Res*. 2021*,* **21**: 2213-23. https://org.doi/10.1101/gr.124321.111

Tarazona T, Furió-Tarí P, Turrà D. *et al.* Data quality aware analysis of differential expression in RNA-seq with NOISeq R/Bioc package. *Nucleic Acids Res.* 2015, **43**, ePage e140. https://doi.org/10.1093/nar/gkv711

**Methods S3**  Principal Component Analysis (PCA) of Selected Genes

Genes with p < 0.05 and a positive Condition coefficient were classified as vegetative-biased, while those with a negative coefficient were classified as floral-biased. Genes with non-significant differences (p ≥ 0.05) were classified as balanced. To reduce false classification due to variability, genes with |Δ_VF| ≤10% of the maximum expression value between organs were also considered balanced. PCA was conducted only on shared genes, i.e. those expressed in both floral and vegetative buds. Expression values across six time points per organ were standardized using z-score transformation (mean-centered and scaled to unit variance). Organ-specific genes (detected in only one organ type) were excluded from PCA calculation but projected post hoc into the same PC space using the loadings obtained from the shared genes. PCA and projection analyses were performed in Python using scikit-learn (version 1.3.2), and the figures were created using Matplotlib (version 3.8.2). Pathway categories (biosynthesis, catabolism, conjugation, perception, signaling) were used to color-code gene symbols. Specific genes are shown in bold font, and shared genes in regular font.

Gene ID from Prunus persica v2 (PRUPE) were converted with the Arabidopsis thaliana ortholog gene name. To perform this task, a double strategy was applied:

- Gene ID from Prunus were directly converted to orthologs Arabidopsis gene name through the Plant Biomart (https://plants.ensembl.org/biomart/martview)

- Gene names not detected with the previous approach were identified through Phytozome v13 extracting the matching GeneID descriptions.

- For the DAM gene ids were converted to those reported in literature (Canton et al., 2021).

References

Canton M, Forestan C, Bonghi C. et al. Meta-analysis of RNA-Seq studies reveals genes with dominant functions during flower bud endo- to eco-dormancy transition in Prunus species. *Sci. Rep*. 2021; **11**. doi:10.1038/s41598-021-92600-6.

# Supplementary material for: Beyond dormancy: organ-specific gene regulatory networks control winter development in peach buds
**Source:** Hortic Res. 2025 Nov 6;13(2):uhaf310. doi: 10.1093/hr/uhaf310

## Supporting Information

Article title: **Beyond dormancy: organ-specific gene regulatory networks control winter development in peach buds**

Authors: Justin Joseph, Giorgio Perrella, Riccardo Aiese Cigliano, Marco di Marsico, Monica Canton, Esther Carrera, Lucio Conti, Claudio Bonghi and Serena Varotto

The following Supporting Information is available for this article:

**Fig. S1** Quantification of trans-zeatine (tZ), isopentenyladenine (iP), Cytokinins dihydrozeatin (DHZ), Indol-3-Acetic acid (IAA), and GA<sub>1</sub> in vegetative buds during chilling accumulation.

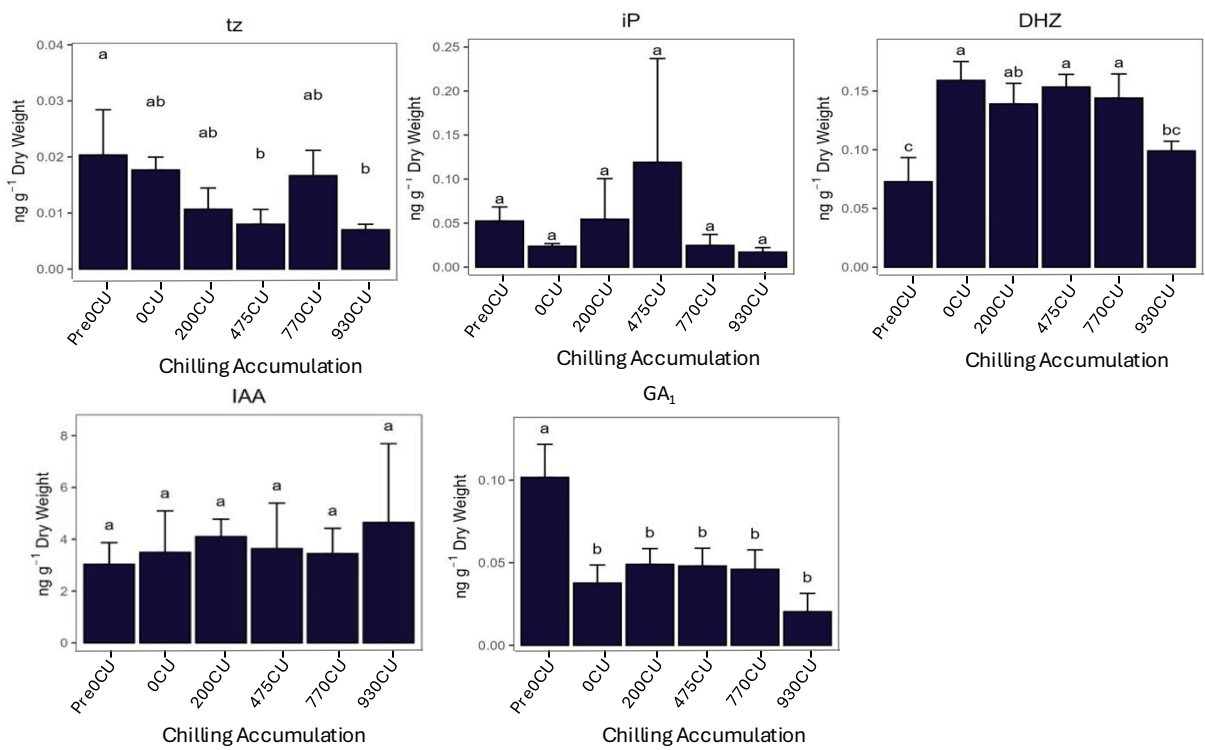

**Fig. S2** Normalization of the multiple datasets from the different RNAseq experiments and removal of batch effect. Box plots a, e and b, f represent the distribution of counts among the different samples before and after normalization respectively in vegetative and floral buds. On the other hand, graphs c, g and d, h represent principal component analysis of the different samples from the two bud types respectively before and after removal of the batch effect.

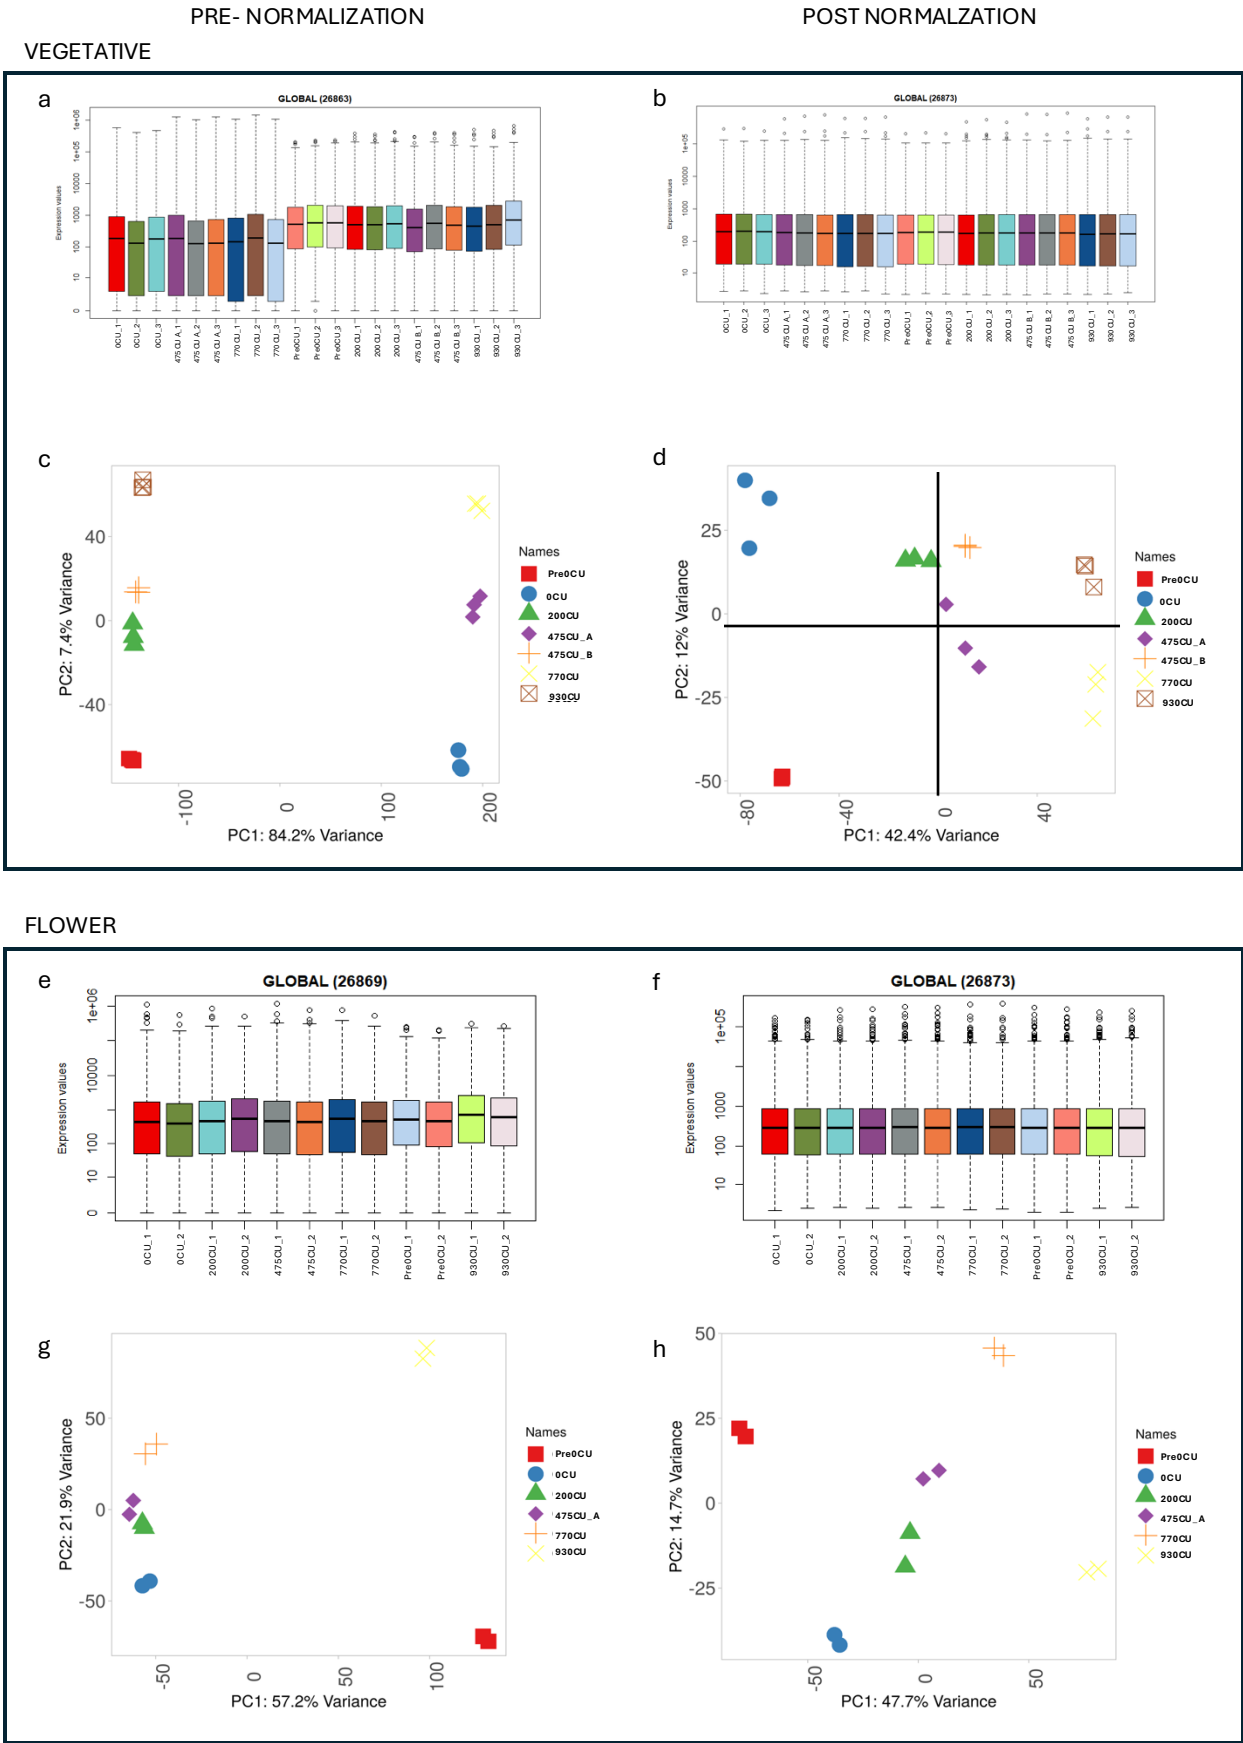

**Fig. S3.** Differential Express Genes in vegetative and flower buds. A Progressive pairwise comparison between the different timepoints against PreCU0 in vegetative and flower buds, respectively. B, Venn diagrams showing common DEGs across the different timepoints in vegetative and flower buds.

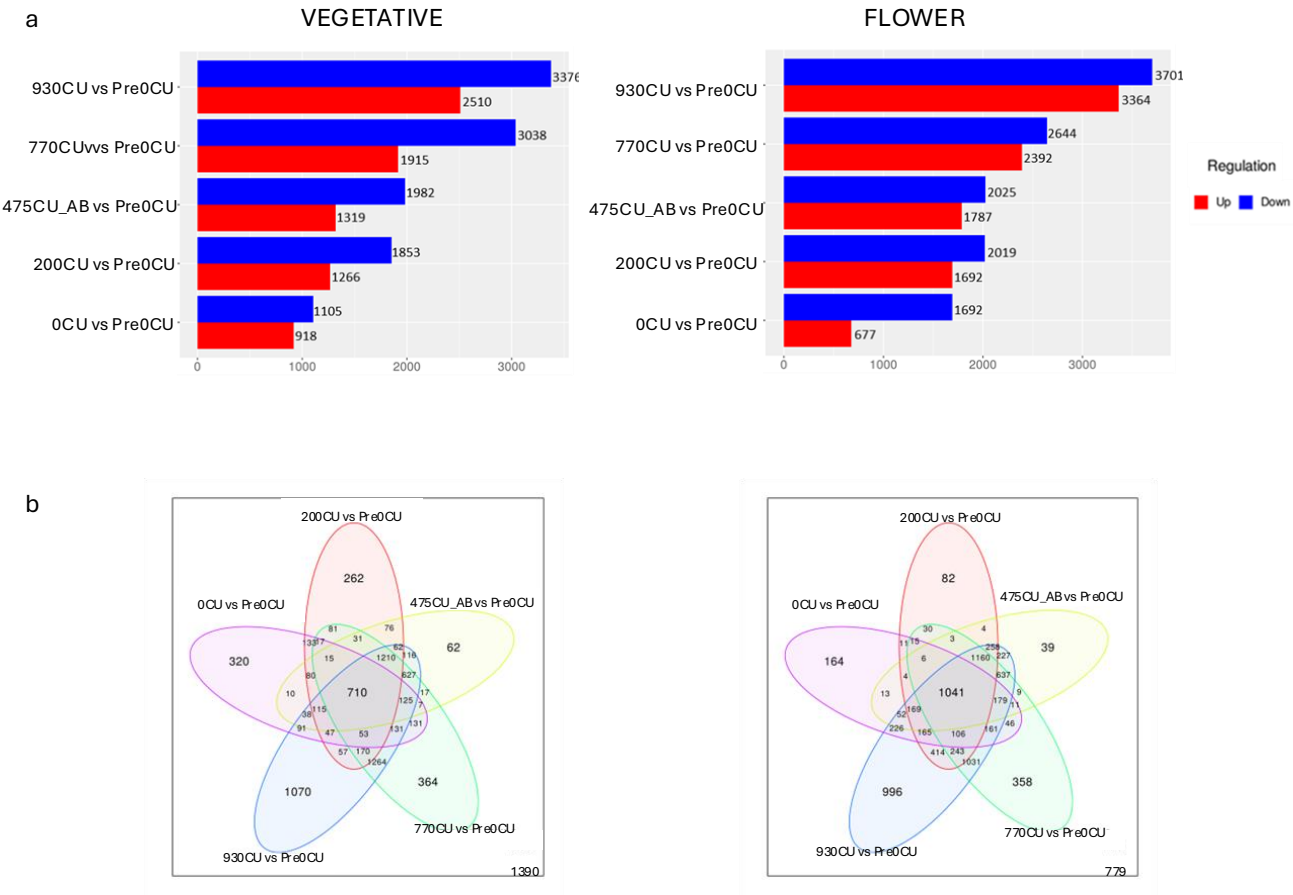

**Fig. S4.** Measurements of length of day across the sampling period. Visibly there is little variation between the length of day over the three sampling periods between 2019 and 2023.

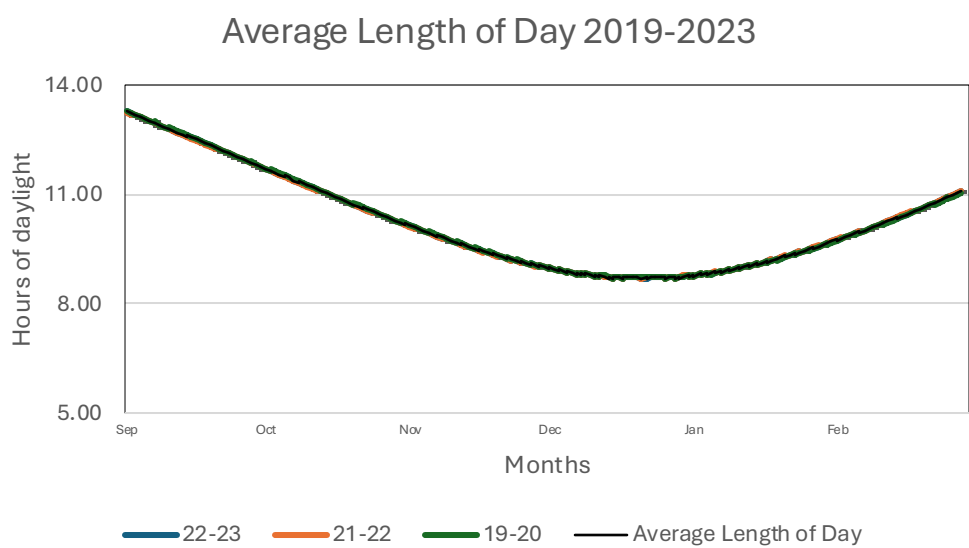

**Fig. S5.** BiFC assay results. Each panel displays the YFP and RFP channel of a gene pair. The RFP channel forms the internal control for transformation. Nuclear fluorescence highlighted with an arrow in the YFP channel denotes a positive interaction. a & b represent the positive (DAM5-DAM6) and negative (DAM6-DAM3) controls. Panels c, d and e represent the positive interactions between SVP-DAM3, SVP-DAM5 and SVP-DAM6 respectively. The remaining gene pairs which did not interact with SVP are f - PILS7, g – CIB8, h- PIF8, i – AP22, j - ERF1, k – ERF2, l- AUX/IAArep

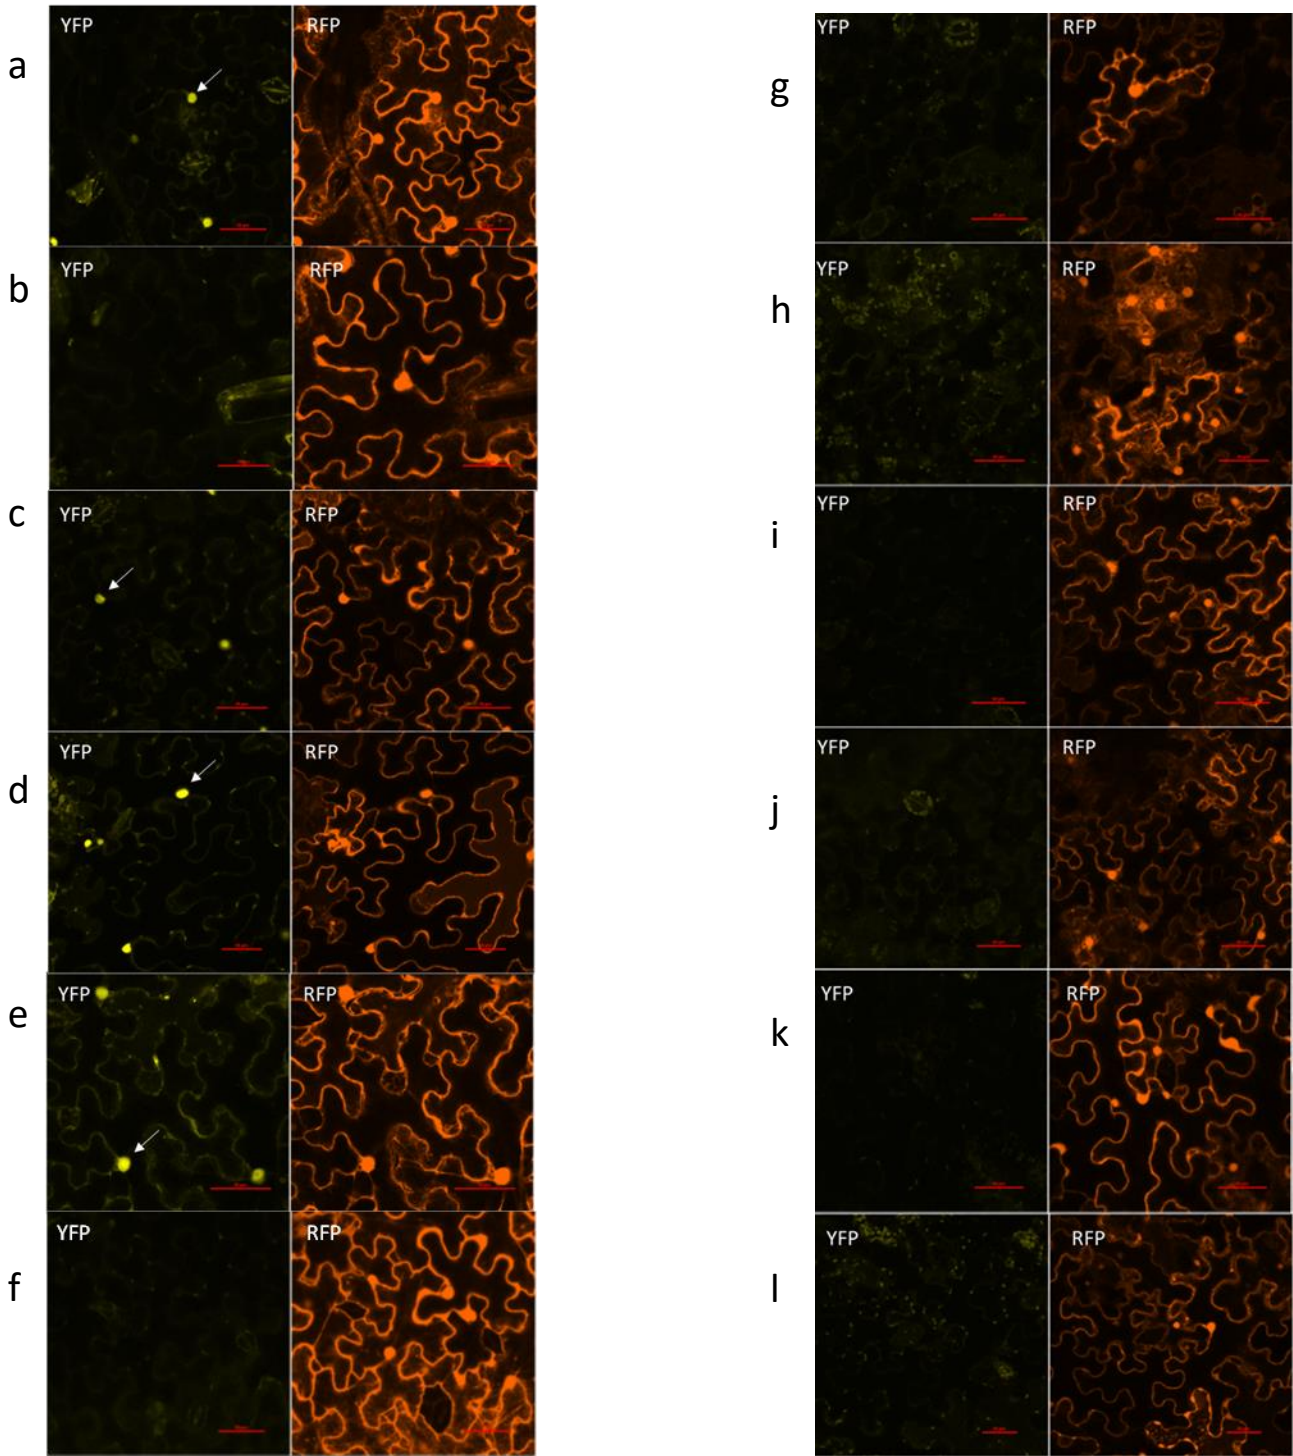

**Fig. S6.** Distribution of regulatory weights inferred by GENIE3 for floral, vegetative, and shared gene targets. Histogram showing the distribution of regulatory importance scores (weight) assigned by GENIE3 to target genes regulated by DAM/SVP transcription factors in flower (yellow), vegetative (orange), and shared (red) regulatory networks.

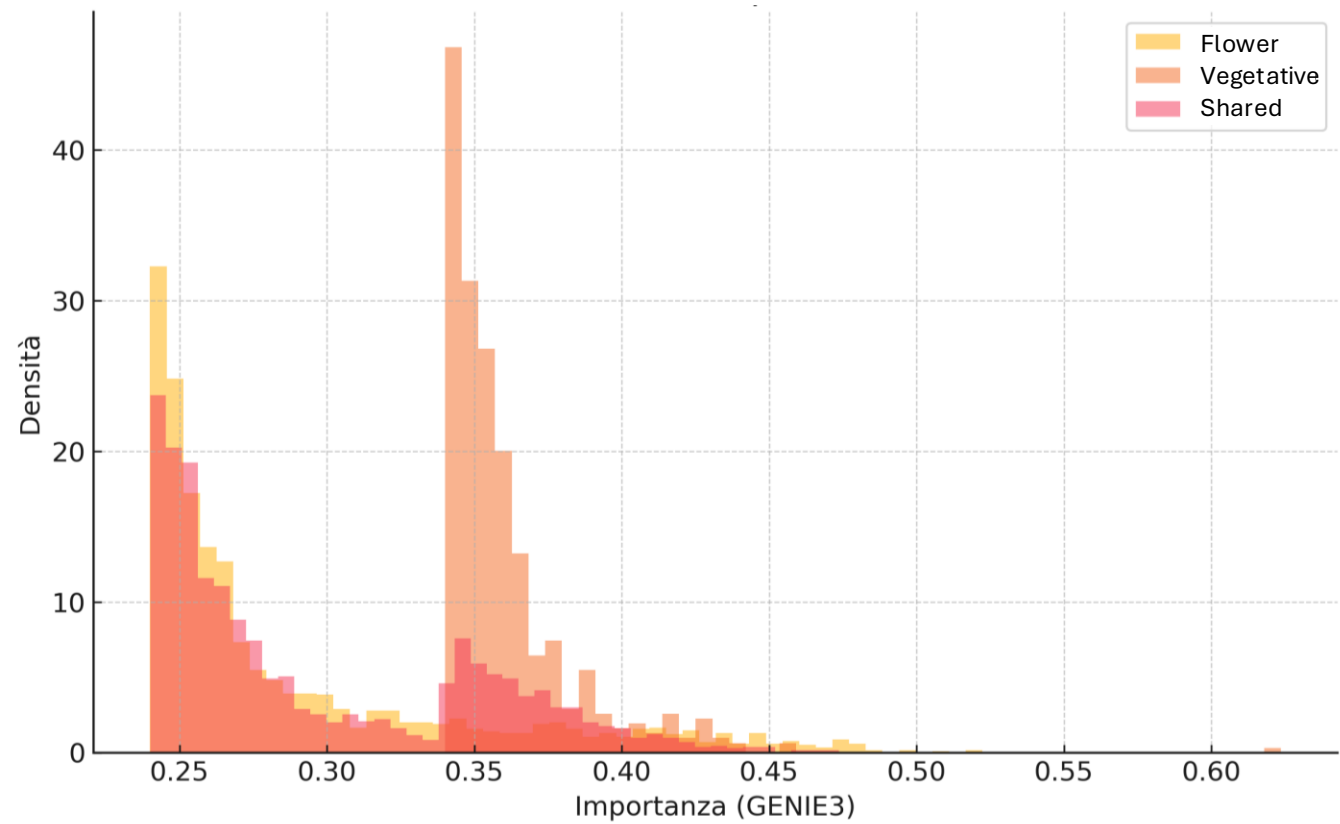

**Fig. S8.** Gene regulatory networks (GRNs) predicted targets for DAM and SVP-like transcription factors in vegetative peach buds. Nodes represent target genes (circles, squares, triangles) or transcriptional regulators (orange pentagons). Node shapes and colors indicate WGCNA module membership: light blue circles (V1), light blue squares (V2), and light red triangles (V3). Node borders denote Gene Ontology (GO) categories: black (developmental process), purple (post-embryonic development), and light green (plant organ development). Asterisks (\*) indicate genes annotated in multiple GO categories. Only targets with significant GO annotation are shown; unannotated targets were omitted for clarity. Edges represent regulatory interactions inferred by GENIE3: solid black (homodimer-based), orange (heterodimer-based regulation), and blue (BiFC-validated physical interactions). Edge thickness reflects GENIE3 importance scores: thin (<0.3, weak), medium (0.3–0.5, moderate), thick (>0.5, strong). Full interaction data and GO assignments are provided in Table S10.

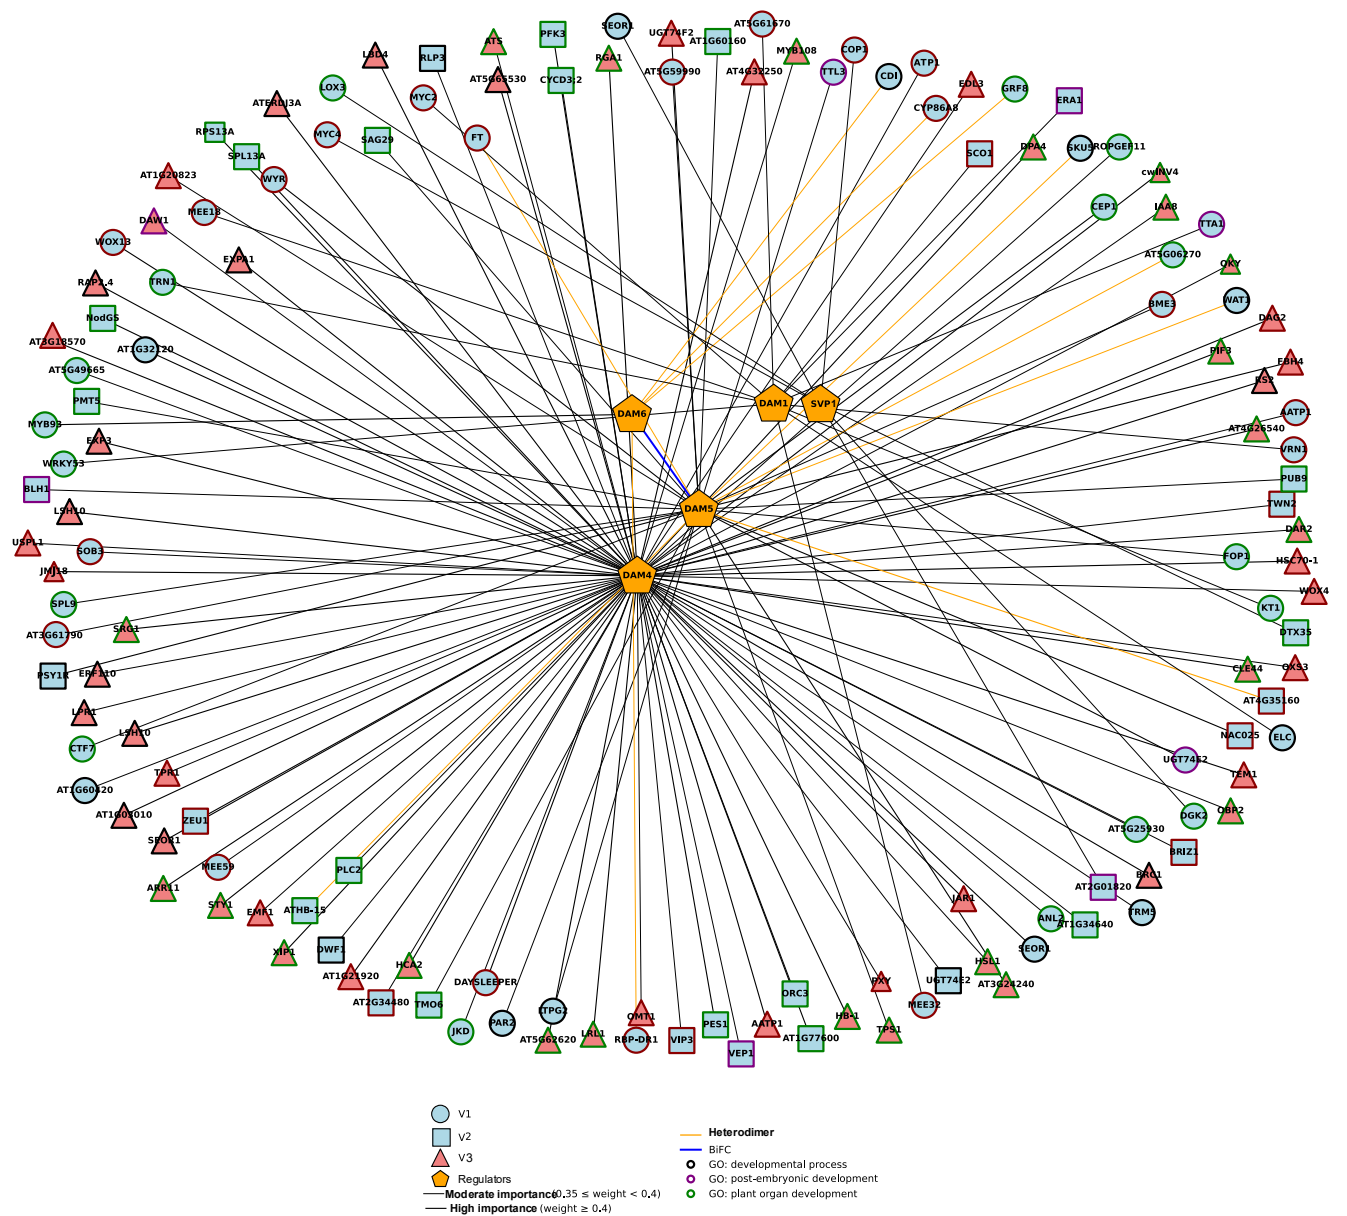

**Supplement:** Web_Material_uhaf310

How the deposited data were processed for this re-analysis (not part of the article)

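RNA sequencing of vegetative and flower buds of the peach cultivar Fantasia was available as 25 libraries with 26873 genes each. The vegetative buds are represented by 21 libraries, 9 from year A (0CU, 475CU and 770CU) and 12 from year B (Pre0CU, 200CU, 475CU and 930CU), with 3 replicates per collection. The flower buds are represented by 4 libraries from year B, 2 at Pre0CU and 2 at 930CU. The time point that the sample labels call the stage after 770CU was taken as the 930CU of the paper. Which 475CU libraries belong to which year was taken from the table that holds them. The sample labels give total RNA for most vegetative libraries and polyA RNA for the others. The paper mentions total RNA sequencing for the vegetative buds of year A. An effect of the RNA used was not tested and could enter comparisons of the bud types within a time point.

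The deposited values are raw counts per gene. The authors obtained these counts by trimming reads with fastp, mapping them to the NCBI peach v2 genome with STAR at its default parameters, and counting reads on exons with bedtools multicov after duplicated reads were discarded. No normalization had been applied, as whole numbers with differing totals per library show. In year A most counts above 0 were even, so each read pair seems to have been counted as 2 reads. The later steps of the paper, which are the removal of the batch effect with ARSyNseq, the DEG calls on the Degust platform, WGCNA and GENIE3, start from these counts. The packages NOISeq, WGCNA and GENIE3 were not available, so these steps were replaced as described here.

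Total counts were 39615840 to 68355366 (median 51416297) per vegetative bud library of year A, 39891412 to 71239880 (median 51339125) in year B and 44894673 to 61090788 (median 51089759.5) for flower buds. At these totals a count of 3 was taken as the smallest signal, and such limits cover counting error only. The chi-square per gene between replicates of one collection was 2.88 to 42.4 over 23 pairs, computed over genes with a summed count of at least 20, so no replicate pair was a copy of one library and the replicates differed by more than counting error.

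Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total count of 15. Library sizes were normalized with TMM, and groups were compared with the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison. A gene was called with an FDR below 0.0500 and a fold change above 1.40 in either direction. Log2 CPM used a prior count of 2. Means of CPM are given with their SD between libraries.

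One model held the 21 vegetative bud libraries in 7 groups. Time points of the same year were compared directly. Time points of different years were compared after the difference between the 475CU groups of the years was subtracted, which is called bridging. This assumes that the year acts on each gene at other time points as it does at 475CU. A second model held the 10 libraries of Pre0CU and 930CU of both bud types and also gave the interaction of bud type and time. Each model was normalized over its own libraries, so CPM of the same library differ between the models. The genes named are those the paper names together with the largest risers and fallers among called genes with an average log2 CPM of at least 3 and no overlap between the replicates of the groups.

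The PCA of vegetative buds used log2 CPM after the mean of each year had been subtracted. The V1 profile was the first principal component of the V1 genes over the 7 collections and was related to length of day and chilling from Table 1 by exact permutation tests. These tests, also those of gene pairs, treat the collections as exchangeable and ignore their order in time. A shared change through the season can thus give a small p. The co-expression network joined genes with a Pearson r of at least 0.750 over the 21 libraries, with at most 5 partners chosen per gene. Regulator weights were impurity importances of random forests with ranger 0.17.0, using 500 trees and 8 regulators. Figures were drawn with matplotlib 3.10.9.

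The count models were tested on simulated data in which 200 genes had been changed. All changes were at least 2-fold, in genes well above the count filter, with the same spread set for every gene. Called genes in the real data had median absolute log2 fold changes of 0.994 in flower buds and 0.872 in the interaction. The shares below thus do not give the recovery of smaller changes or of genes with few counts. The share of these genes called was 100% for 930CU against Pre0CU in vegetative buds, 79% for a bridged contrast, 90% for flower buds and 67% for the interaction. False calls numbered 14 among 26715 genes tested, 2 among 26706, 10 among 26757 and 9 among 26760. The forests named the right regulator for 80% of 200 targets made from *DAM6* and 100% of 200 made from *SVP2*.

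The alternatives tried for the counts of genes were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE size factors, no filter, a filter of at least 10 counts in every library, a replicate block, each replicate left out in turn, libraries of a single year or bud type, a fold change of 1.50 with an FDR of 0.0100, and an absolute log2 fold change over 1.40. For comparisons across years, no removal of the difference and the subtraction of the mean of each year were also tried. Alternatives for the PCA, the V1 profile, the network and the forests changed the removal of the year, the scale, the threshold, the seed or the collections used.

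Left out were the flower bud time points of the earlier study, the hormone, histology and protein interaction data, which have no counts, and the flower bud networks. Modules other than V1 were not tested, as the supplementary tables given end within the module list. The reference tables hold no identifier of the form used in the count tables, so no genome positions or annotation are given.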

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

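No test in this part was chosen only after its result had been seen, but the test with the counts of year A halved was chosen after these counts had been found to be mostly even. Groups of 3 or fewer libraries are too small to test for a single library far from the others, and no such test was made.

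The change from Pre0CU to 930CU differed between vegetative and flower buds for 6594 genes in the interaction test of edgeR, with 3 vegetative and 2 flower bud libraries per time point. The interaction is the log2 change in vegetative buds minus that in flower buds. Among the genes the paper names, it was -2.92 for *ABI5*, -2.98 for *GA20ox2*, -2.21 for *FRIGIDA-likeB* and -1.58 for *STM*. The log2 change of these genes was thus lower in vegetative than in flower buds. For *FRIGIDA-likeB* this came from a larger rise in flower buds, not from a fall in vegetative buds. The interaction was 0.88 for *DAM1*, 0.74 for *DAM2*, 0.70 for *DAM3*, 0.81 for *DAM4*, 1.12 for *DAM5*, 1.61 for *DAM6*, 1.69 for *SVP1* and 1.51 for *SVP2*, so these fell more in flower buds or rose in vegetative buds. All 10 libraries come from year B, so the difference between years is not involved, and an effect of a library batch that is the same at both time points of a bud type drops out of the interaction. With every library thinned to the smallest total, 6520 genes were called, so unequal depth accounts for little of it. With RLE size factors in place of TMM, 6603 genes were called. Reads shared between the *DAM* genes could not be examined from counts, and tissue of the other bud type was not tested at these time points. A different course of gene expression in the 2 bud types is the hypothesis that remains beside these untested explanations.

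The 475CU buds of year A and year B differed in 18517 genes, a comparison that the paper does not report. Halving the counts of year A, where each read pair seems to have been counted as 2, gave 18462 genes. Halving leaves CPM and fold changes nearly as they were, so it shows only that the doubling does not make the p-values, and it excludes no technical cause of the difference. Among the 14292 genes with an average log2 CPM of at least 3, 58.0% were called, against 69.2% of all genes tested. These are 8283 of the calls, so the result is not confined to genes with few counts, but the other calls lie in such genes. A minimum of 10 counts in every library lowered the number to 11261. Without the 100 genes with the most counts, 18550 genes were called. In year A, 2263 genes were at 0 in all libraries, while these had a median of 0.728 CPM in year B. Of them 2179 could be tested, and 8.49% were called between Pre0CU and 930CU, against 37.9% of the other genes. This is above the 5% set as the limit for an even background of reads, so such a background is not the whole source of these counts. In fits of these 6 libraries alone, 1 of the 4 splits that part the same-numbered replicates gave as many genes. That is the real one, and the other splits called 0 genes. With 3 libraries against 3, the share of splits with as many can never be under 0.05. The season and the way the libraries were prepared and sequenced changed together between the years, so a biological difference between seasons cannot be told apart from a batch effect. Comparisons within a year do not involve this difference, and those across years rest on the bridge.

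Several genes that the paper does not discuss changed most from Pre0CU to 930CU in vegetative buds. The largest log2 rises among genes chosen by the rule for named genes were PRUPE_2G139400 7.55 (3.62 CPM at Pre0CU and 667 at 930CU) and PRUPE_2G139000 7.18 (2.12 CPM at Pre0CU and 301 at 930CU). The largest falls were PRUPE_8G098600 -10.17 (1992 CPM at Pre0CU and 1.70 at 930CU) and PRUPE_4G200000 -8.42 (231 CPM at Pre0CU and 0.710 at 930CU). Flower buds moved the same way, to 297, 119, 1.44 and 0.950 CPM at 930CU from 1.21, 0.819, 1017 and 156 CPM at Pre0CU. Both time points are of one year. When each vegetative library was left out in turn, the 4 values ranged from 7.44 to 7.70, 7.10 to 7.29, -10.26 to -10.08 and -8.90 to -7.94, so no single library makes them. Normalization does not make them either, as DESeq2 gave 7.54, 7.18, -10.17 and -8.34. Reads shared between related genes, gene length and GC content could not be examined, since the identifiers are paired with no sequence. A response of these genes to the progress of winter remains a hypothesis.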

How the results depend on the processing

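The comparisons, the thresholds, the rule for named genes and the alternatives were set before the data were examined, except that halving the counts of year A and taking the 475CU collections of both years as 1 collection in the correlations were alternatives chosen after seeing the data. No test in this part was chosen only after its result was seen. A count of genes is taken as stable when it stays within 1.5 times the reported count.

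With DESeq2, limma-voom, RLE size factors, no filter, a replicate block, the libraries of the same year only, each bud type fitted alone or the counts of year A halved, every count of DEGs stayed within 1.5 times the reported value. Over the alternatives within that limit, the counts ranged from 3787 to 5982 at 200CU, 4311 to 6710 at 475CU and 7412 to 10061 at 930CU, each against Pre0CU, 4265 to 6658 for 475CU and 6680 to 9270 for 770CU against 0CU, 12185 to 16359 over all time points, 9659 to 11934 in flower buds, and 4531 to 6603 for the interaction.

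With each vegetative library left out in turn, the counts ranged from 5019 to 5489 at 200CU, 5694 to 6191 at 475CU, 9059 to 9502 at 930CU, 4809 to 5380 at 0CU and 7512 to 8096 at 770CU, each against Pre0CU. They ranged from 1216 to 1838 for 475CU against 200CU, 5717 to 6391 for 475CU and 8649 to 9065 for 770CU against 0CU, 14769 to 15352 over all time points, 1351 to 1567 at every time point and 18191 to 18661 between the years at 475CU. In the fit of both bud types the range was 11850 to 11994 for flower buds, 7215 to 7385 shared, 6251 to 6448 for the interaction, 1835 to 2194 between bud types at Pre0CU and 7251 to 7509 at 930CU. No flower bud library was left out, since a group of 2 would be left with 1.

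The threshold moved the counts most. At an absolute log2 fold change over 1.4, fewer genes were called against Pre0CU at 200CU (1042), 475CU (1343), 930CU (2399), 0CU (1674) and 770CU (2624), for 475CU against 200CU (225), 475CU against 0CU (1620), 770CU against 0CU (3031), over all time points (5548), at every time point (280), between the years at 475CU (10212), in flower buds (3387), in both bud types (1673), in the interaction (1322) and between bud types at Pre0CU (164) and 930CU (1393). A fold change of 1.5 with an FDR of 0.01 gave 926 genes for 475CU against 200CU, 3407 for 0CU against Pre0CU, 954 at every time point and 1249 between bud types at Pre0CU, while the other counts stayed within the limit. A minimum of 10 counts in every library lowered the count between the years to 11261. A stricter rule gives fewer genes by construction, and no other cause was tested.

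Comparisons across years depend on how the difference between years was removed. Without removal, 16064 genes were called at 0CU and 18729 at 770CU against Pre0CU, 23301 over all time points and 933 at every time point. With the mean of each year subtracted, 3355 genes were called at 0CU. The cause was not tested.

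The correlation of the V1 profile with length of day was no longer past an exact p of 0.05 with the mean of the scaled genes (r = 0.705), the collections of year B (0.877) or year A (0.953) alone, without the 2 collections farthest from the median (0.785) or with the 475CU collections of both years taken as 1 (0.735), which bridging makes equal. Gene pairs were also tested with 475CU taken as 1. There *KS* with *COI1*, *MYC2* with *WOX13* and *KNOX-B*, and *WOX13* with *JAZ1* no longer had an adjusted p below 0.05 (r = 0.832, 0.777, 0.774 and 0.789). The correlation of the V1 profile with chilling was past an exact p of 0.05 in all alternatives but the 3 collections of year A (-0.99999). With 3 collections no arrangement can give an exact p that small, so this subset shows nothing about the relation. The first 2 components of the PCA held 90.4% of the variance without removal of the difference between years, 55.3% after bridging, 44.4% with genes scaled to unit variance and 79.8% with the 500 most variable genes, against 53.8% as reported. The network had 108 edges at a minimum r of 0.85. *DAM5* or *DAM6* had the largest weight for 19.3% of the DEGs with the mean of each year subtracted, 23.2% without removal and 17.0% with all 8 regulators tried at each split. Genes above the weight threshold numbered 439 without removal, 481 with linear counts and 8585 with all 8 regulators tried. The cause of these changes was not tested.

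Single-gene values were recomputed for 117 changes under 34 settings. Of the recomputed values, 2378 kept their direction and their side of the threshold, 74 became weaker, 27 stronger and 15 reversed. The absolute log2 fold change over 1.4 made 50 of the weaker ones. Leaving out a library made 15 weaker, 21 stronger and 11 reversed. For 770CU against Pre0CU, *DAM4* was -1.82 without removal of the difference between years, against 1.51 as reported, and *DAM5* was -3.02 without removal and -0.44 with the mean of each year subtracted. The change of *DAM5* from Pre0CU to 930CU was close to none and turned to -0.0083 with the libraries of year B alone. With a library left out it ranged from -0.011 to 0.051. Changes close to none also turned when a library was left out for *AREB1/ABF2* from 200CU to 475CU (-0.0064 to 0.14) and *DAM4* from 0CU to 770CU (-0.090 to 0.37). The cause was not tested. Under RLE size factors and DESeq2, no value changed direction.

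Replicates that share a number were slightly more alike than others in year A and over both bud types, and not more alike elsewhere. The mean correlation of their residuals was 0.0259 in year A, -0.000192 in year B, 0.00752 over both bud types and -0.0197 in flower buds. For the other pairs it was -0.0129, 0.000172, -0.00407 and 0.0197, in the same order. These values are small, so the replicate block has little to remove. The depth of the libraries limits genes near the smallest signal of 3 counts. The 2 libraries per flower bud time point limit the flower bud tests. These recovered 90% of changed genes in simulated data, where every change was at least 2-fold, so recovery of smaller changes is not known.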

Differences from the paper's values

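No test in this part was chosen only after its result was seen. Over all time points, the paper's number of DEGs in vegetative buds is 8882 and the number found here was 15210. With a fold change of 1.5 and an FDR of 0.01 it was 12185, within 1.5 times the paper's value. None of the other alternatives set before the data were examined came within it. For DEGs at every time point, the paper's value is 710 and the one found here was 1481. A fold change of 1.5 with an FDR of 0.01 gave 954 and no removal of the difference between years gave 933, both within 1.5 times the paper's value, and the remaining alternatives set before the data were examined did not come within it. The paper's correlation of V1 with chilling is −0.96 and the one found here was -0.982. The gap is larger than the SD of r when single collections are left out (0.00753). Such subsets overlap, so this SD is not a sampling error and the gap is not shown to be a real difference. No alternative set before the data were examined came within that SD. Without removal of the difference between years r was -0.936, and the other alternatives were more negative than the paper's value.

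The paper's number of DEGs against Pre0CU was read by eye from Fig. S3a. In vegetative buds it is about 2000 at 0CU in Fig. S3a, against 5407 found here. Only the absolute log2 fold change over 1.4, with 1674, came within 1.5 times. It is about 3100 at 200CU in Fig. S3a, against 5447, and about 3300 at 475CU in Fig. S3a, against 6179. For these, only the fold change of 1.5 with an FDR of 0.01 came within 1.5 times, with 3787 and 4311. It is about 5000 at 770CU in Fig. S3a, against 7897, where the fold change of 1.5 with an FDR of 0.01 (5620) and the minimum of 10 counts in every library (7122) came within it. It is about 5900 at 930CU in Fig. S3a, against 9507, where the same alternatives came within it (7412 and 8415). In flower buds at 930CU it is about 7100 in Fig. S3a, against 11933, and only the fold change of 1.5 with an FDR of 0.01, with 9659, came within it. In each case the other alternatives set before the data were examined did not. The paper's 79.1% of variance in 2 components, against 53.8% found here, is within 1.5 times, and the 500 most variable genes gave 79.8%. The paper's number of targets specific to vegetative buds was not compared, as the flower bud network was not built.

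For some genes the direction or ranking differed. The paper has FRIGIDA-like B, C and D expressed in flower buds alone. In vegetative buds at 930CU, *FRIGIDA-likeB* had 2.66 ± 0.390, *FRIGIDA-likeC* 419 ± 10.0 and *FRIGIDA-likeD* 697 ± 33.2 CPM. Nearly all genes had counts in year B, so the low counts of *FRIGIDA-likeB* do not by themselves show expression. The paper places *EAR1*, *GA20ox2* and *STM* on the vegetative side, while the log2 fold change of vegetative over flower buds at 930CU was -0.63, -2.24 and -1.48. At Pre0CU *EAR1* and *GA20ox2* were on the vegetative side, as in the paper, with 0.55 and 0.74, and *STM* had 33.3 ± 3.36 CPM in vegetative and 31.0 ± 4.57 CPM in flower buds. It gives *RGL2* a flower signature, while at 930CU this value was 0.94. *JAZ1* is described as always higher in flower buds. At Pre0CU it was, with 1281 ± 113 CPM in flower and 1030.2 ± 13.3 CPM in vegetative buds, and at 930CU it had 311 ± 28.8 CPM in flower and 369 ± 8.57 CPM in vegetative buds. *WOX* is described as stable across bud types, and at Pre0CU its log2 fold change of vegetative over flower buds was 1.71, while at 930CU it was alike, with 2.41 ± 0.743 CPM in vegetative and 1.97 ± 0.177 CPM in flower buds. *ABI5* is described as balanced, and the log2 fold change of vegetative over flower buds was 0.71 at Pre0CU and -2.21 at 930CU. The paper finds no marked change between 200CU and 475CU, where 1687 genes were called, or 225 at an absolute log2 fold change over 1.4.

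The paper has both *SVP* genes much higher in vegetative buds. At 930CU they were, with log2 fold changes of 1.71 for *SVP1* and 1.55 for *SVP2*, but at Pre0CU *SVP1* had 120.2 ± 2.94 CPM in vegetative and 118 ± 1.80 CPM in flower buds. It describes a falling trend of the *DAM* genes during chilling in both bud types. In line with it, *DAM5* and *DAM6* changed by -2.51 and -2.94 from 0CU to 770CU of year A in vegetative buds. Against Pre0CU, which comes before the chilling, they were higher at 475CU of year B, with log2 fold changes of 1.79 and 1.00, and *DAM4* had 154 ± 2.27 CPM at 200CU and 227 ± 12.4 CPM at 475CU of year B. It describes the other *DAM* genes as low and steady in vegetative buds, while *DAM1* changed by -2.28 from Pre0CU to 930CU of year B. In year A *DAM1* was low, as in the paper, but fell from 6.55 CPM at 0CU to 0.561 CPM at 770CU. The paper describes *DAM4*, *DAM5* and *DAM6* as reactivated at 930CU. In flower buds the log2 fold change from Pre0CU to 930CU was 1.09 for *DAM4*, -1.13 for *DAM5* and -2.14 for *DAM6*. Within year B, *DAM5* went from 529 ± 11.7 CPM at 475CU to 156 ± 2.15 CPM at 930CU. Neither comparison includes 770CU, so these values cannot show or exclude a rise at 930CU from a lower level at 770CU. Across years the bridged log2 change from Pre0CU was 1.51 at 770CU and 1.93 at 930CU for *DAM4*, 0.09 and 0.02 for *DAM5*, and -0.82 and -0.50 for *DAM6*, a step that was not itself tested. Without removal of the difference between years, the value of *DAM5* at 770CU was -3.02 and that of *DAM4* was -1.82 against Pre0CU, both lower than the values given for 930CU. With the mean of each year subtracted, *DAM5* was -0.44 at 770CU.

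In the regulatory network the paper has DAM5 and DAM6 as the predominant regulators in vegetative buds. Among the 265 genes above the weight threshold, *DAM4* was top for 136, *DAM6* for 11 and *DAM5* for 5. With the mean of each year subtracted *DAM1* was top for 82, and with all 8 regulators tried at each split for 2410, the largest numbers there. The bridged log2 CPM of *DAM5* and *DAM6* were themselves correlated over the 7 collections, with r = 0.961 (exact permutation p = 0.00238, adjusted p = 0.0119, n = 7) and rho = 0.855 (exact permutation p = 0.0175, n = 7). With the 475CU collections taken as 1, r was 0.961 (exact permutation p = 0.00833, adjusted p = 0.0417, n = 6) and rho was 0.771 (exact permutation p = 0.103, n = 6). Without removal of the difference between years, *DAM6* was top for 243 of 439 genes, the largest number under that alternative. The paper names DAM5 and DAM6 for *GASA6*, and the regulator with the largest weight was *DAM1* with a weight of 0.262. *KANADI1* is named as a target of DAM6 by the paper. It was not called a DEG over all time points with the bridge, where its largest log2 difference between time points was 3.00. Of the alternatives run, only no removal of the difference between years called it, with 9.19, and this setting does not separate year from time point. The paper places *STM* and *CLAVATA3/ESR* in one module. Their log2 CPM had a bridged r of 0.331 over the 21 libraries, and 0.804 without removal of the difference between years.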

Other observations

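The tests in this part were written down before their results were seen, but the pattern of *LFY* had been noticed in the same data, so its test was chosen after that pattern was seen.

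The counts of *LFY* varied between the vegetative bud replicates of 475CU in year B. A candidate explanation is that some of these libraries hold flower bud tissue, since the paper describes buds in triplets with a central vegetative bud between lateral flower buds. If so, other genes that are higher in flower buds should rise and fall with *LFY*. Over the 6 libraries of 200CU and 475CU in year B, the mean of 20 genes that were higher in flower buds at both Pre0CU and 930CU followed *LFY*, as deviations from the mean of each time point, with a Spearman rho of 0.943 (exact one-sided permutation p = 0.0278, n = 6). Pearson's r was 0.975 (exact one-sided p = 0.0278, n = 6). This is the smallest p that the 36 arrangements can give. Flower tissue in some vegetative libraries therefore remains a candidate explanation. A real difference in floral gene expression between buds could give the same pattern and cannot be told apart from it. The 475CU libraries of year B enter all bridged values and the contrast of 475CU with 200CU. Flower tissue in them would thus enter these results, and no fit without it was made.

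Whether random forest weights pass the threshold without a relation to the regulators was tested by shuffling the regulators over the libraries, which put a median of 0.100% of 1000 drawn genes above the weight threshold, against 2.30% with the regulators in place. The 20 shuffles ranged from 0 to 3.20%, so the highest of them exceeded the real share. Weights above the threshold may thus arise in part without a relation to the regulators, as they did in that shuffle, although the typical shuffle gave few. Shuffling single libraries also breaks up replicates and time points. The test therefore cannot separate a relation to these regulators from a time course that genes share.

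The counts of DEGs were set against other splits of the same libraries. For comparisons of 3 libraries with 3, splits that part as many same-numbered replicates were used, in fits of these 6 libraries alone. As many genes as in the real split were called in 1 of 4 for 200CU, 1 of 4 for 475CU and 1 of 4 for 930CU against Pre0CU, 1 of 4 for 475CU against 200CU, and 1 of 4 for 475CU and 1 of 4 for 770CU against 0CU, which is the real split each time. Over all 10 splits, the real one was also alone for each of these, and every other split called 0 genes. The splits beyond the 4 part fewer of the same-numbered pairs. The real counts thus stand apart, but so few splits cannot settle whether chance gives as many. For the contrasts across years, the real split called 7706 genes for 770CU against Pre0CU, and 1 of 32 splits gave as many, the next one 5282. For 0CU against Pre0CU, the real split called 5014 genes and 2 of 32 splits gave as many, with 9696 genes in the other one. That split exchanges Pre0CU and 475CU in all 3 replicates of year B and so turns the real change of year B around rather than removing it, but by this measure the count for 0CU cannot be told apart from other splits. Over all time points 1 of 40 splits gave as many as the real one, the next 8772, and at every time point 1 of 40 splits did.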
